# Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion

**DOI:** 10.1158/2767-9764.CRC-23-0210

**Published:** 2023-07-31

**Authors:** Yasunari Fukuda, Sun-Hee Kim, Matias A. Bustos, Sung-Nam Cho, Jason Roszik, Jared K. Burks, Hong Kim, Dave S.B. Hoon, Elizabeth A. Grimm, Suhendan Ekmekcioglu

## Abstract

The arachidonic acid pathway participates in immunosuppression in various types of cancer. Our previous observation detailed that microsomal prostaglandin E2 synthase 1 (mPGES-1), an enzyme downstream of cyclooxygenase 2 (COX-2), limited antitumor immunity in melanoma; in addition, genetic depletion of mPGES-1 specifically enhanced immune checkpoint blockade therapy. The current study set out to distinguish the roles of mPGES-1 from those of COX-2 in tumor immunity and determine the potential of mPGES-1 inhibitors for reinforcing immunotherapy in melanoma. Genetic deletion of mPGES-1 showed different profiles of prostaglandin metabolites from that of COX-2 deletion. In our syngeneic mouse model, mPGES-1–deficient cells exhibited similar tumorigenicity to that of COX-2–deficient cells, despite a lower ability to suppress PGE2 synthesis by mPGES-1 depletion, indicating the presence of factors other than PGE2 that are likely to regulate tumor immunity. RNA-sequencing analysis revealed that mPGES-1 depletion reduced the expressions of collagen-related genes, which have been found to be associated with immunosuppressive signatures. In our mouse model, collagen was reduced in mPGES-1–deficient tumors, and phenotypic analysis of tumor-infiltrating lymphocytes indicated that mPGES-1–deficient tumors had fewer TIM3^+^ exhausted CD8^+^ T cells compared with COX-2–deficient tumors. CAY10678, an mPGES-1 inhibitor, was equivalent to celecoxib, a selective COX-2 inhibitor, in reinforcing anti-PD-1 treatment. Our study indicates that mPGES-1 inhibitors represent a promising adjuvant for immunotherapies in melanoma by reducing collagen deposition and T-cell exhaustion.

**Significance:**

Collagen is a predominant component of the extracellular matrix that may influence the tumor immune microenvironment for cancer progression. We present here that mPGES-1 has specific roles in regulating tumor immunity, associated with several collagen-related genes and propose that pharmacologic inhibition of mPGES-1 may hold therapeutic promise for improving immune checkpoint–based therapies.

## Introduction

Melanoma, which originates epidermal melanocytes, is the deadliest type of skin cancer. In fact, patients with melanoma who develop distant metastases have a dismal prognosis, with a 5-year survival rate of less than 25% (1, 2). Recent advances in drug discovery have led to new molecular targeted therapies, therapeutic vaccines, adoptive T-cell therapy, and immune checkpoint inhibitors (ICI), all of which have revolutionized treatment for melanoma (3, 4). In particular, the advent of ICIs has reaffirmed the potential role of tumor immunity, as a subset of patients has gained durable responses and long-term survival benefits from ICIs (5–7). However, a certain number of patients will experience primary resistance, and the majority of patients will develop acquired resistance regardless of their initial response to ICIs (8). It was recently shown that these resistance mechanisms are largely dependent on the negative switching of tumor-immune phenotypes induced by ICIs, such as T-cell exhaustion, the activation and stimulation of regulatory T cells, myeloid-derived suppressor cells, and the repolarization of macrophages into the M2 phenotype (9, 10). Therefore, many efforts are underway to develop effective strategies that can enhance immunotherapy by favorably altering the tumor immune microenvironment (TIME).

Various molecular components of the inflammatory process unquestionably contribute to the establishment of an immune-suppressive network in melanoma (11). Arachidonic acid metabolite pathways trigger inflammatory responses and consequently facilitate immunosuppression in the TIME (12–14). In particular, cyclooxygenase 2 (COX-2) is a well-known proinflammatory enzyme responsible for the production of multiple prostaglandins, including prostaglandin E2 (PGE2), which plays a central role in regulating the mechanisms of immune tolerance in cancer (15–20). Recently, seminal studies by Zelenay and colleagues demonstrated that genetic ablation of COX-2 reinforced the antitumor type I immune response and the accumulation of Batf2-dependent CD103^+^ dendritic cells (DC) in the TIME in a mouse model of Braf^V600E^ melanoma (15, 21). In addition, they showed that pharmacologic inhibition of COX-2 synergized with anti-PD-1 therapy and represented a promising adjuvant for immunotherapies (15). However, the specific COX-2 inhibitors are associated with an increased risk for major adverse cardiovascular events (22, 23). Therefore, our group has targeted microsomal prostaglandin E2 synthase 1 (mPGES-1; refs. 24, 25), a downstream PGE2 synthase, for which an inhibitor is likely to avoid cardiotoxicity and is expected to use in a clinical setting. Our earlier report showed that elevated mPGES-1 expression in tumor samples was linked with low CD8^+^ T-cell infiltration and unfavorable survival outcomes in patients with stage III melanoma (25). In addition, genetic depletion of mPGES-1 significantly slowed the growth of Braf^V600E^ murine melanoma tumors via the increased infiltration of CD8a^+^ T cells and CD8a^+^ DCs and thus improved anti-PD-1 efficacy in a syngeneic mouse model (25). In the current study, our goals were to distinguish the roles of mPGES-1 from those of COX-2 in tumor immunity and to directly test the potential of mPGES-1 inhibitors as an adjuvant to immune-based therapies for melanoma in a preclinical mouse model.

## Materials and Methods

### Cell Lines and Cell Culture

Human melanoma cell line WM793 (Coriell, catalog no. WC00062, RRID: CVCL_8787) was purchased from the ATCC. Murine Braf^V600E^ melanoma cells established from a C57BL/6 Braf^+/LSL-V600E^;Tyr::CreERT2^+/o^;p16^INK4a-/−^ mouse was generously provided by Dr. S. Zelenay (The University of Manchester, Manchester, England; refs. 15, 21). Cell lines were cultivated in DMEM supplemented with 10% heat-inactivated FBS, 100 U/mL penicillin, and 100 μg/mL streptomycin. Cell cultures were maintained in 5% CO_2_ at 37°C. All the cell lines had been authenticated using short tandem repeat DNA fingerprinting using the AmpFLSTR Identifiler kit, within the last 3 years. All experiments were performed with *Mycoplasma*-free cell lines.

### Knockout of Gene Expression via CRISPR/CAS9

Knockout (KO) of *ptgs1*, *ptgs2*, and *ptges* genes coding for COX-1, COX-2, and mPGES-1 proteins, respectively, was performed using CRISPR/CAS9 knockout kits (OriGene Technologies, catalog no. KN314182 for *ptgs1*, KN314183 for *ptgs2*, and KN314172 for *ptges*) according to the manufacturer's specifications. Stable KO cells were selected with puromycin, and subclones were obtained with the limiting dilution method. KO of *ptgs1*, *ptgs2*, and *ptges* genes were confirmed by measuring the mRNA and protein levels using qRT-PCR and Western blot analysis, respectively.

### ELISA

Cells were seeded in 6-well culture plates at 2 × 10^5^ cells/well. After incubating for 24 hours, cells were treated with two different concentrations of celecoxib or mPGES-1 inhibitor CAY10678 (Cayman Chemical) or 0.1% DMSO and incubated for another 24 hours. Cell culture supernatants were collected and centrifuged at 3,000 × *g* for 10 minutes. Tumor lysates (100 mg) were washed three times with PBS and prepared in 500 μL RIPA buffer supplemented with 1% protease inhibitor cocktail and 1% phosphatase inhibitor cocktail (Thermo Fisher Scientific). Then, the tissue samples were sonicated with a sonicator thoroughly on ice, followed by centrifugation at 10,000 × *g* for 20 minutes. Protein concentration was determined, and the tumor tissue lysates were analyzed for ELISA. Levels of released prostaglandins and thromboxane in supernatants and tumor tissues were quantified using Prostaglandin E2 ELISA kit, Prostaglandin D2 ELISA kit, Prostaglandin F2α ELISA kit, 6-keto Prostaglandin F1α ELISA kit, and Thromboxane B2 ELISA kit (Cayman Chemical), according to the manufacturer's recommendations.

### qRT-PCR

Total RNA was isolated with the RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. cDNA was synthesized with iScript Reverse Transcription Supermix for RT-PCR (Bio-Rad) according to the manufacturer's recommendations. Then, qRT-PCR was performed using specific oligonucleotide primers for murine *gapdh*, *ptgs1*, *ptgs2*, *ptges*, *col3a1*, *col4a1*, *col4a2*, *col8a1*, *col16a1*, and *col18a1* genes (all purchased from Qiagen). Murine *gapdh* served as a reference gene. Amplification products were detected with Applied Biosystems Fast SYBR Green Master Mix (Thermo Fisher Scientific). PCR was performed with the following protocol using Mastercycler Realplex (Eppendorf): initial denature for 60 seconds at 95°C, amplification with 40 cycles of 10 seconds at 95°C for DNA denature and 30 seconds at 60°C for primer annealing and extension. The relative fold gene expression of samples was calculated using the 2^−ΔΔ^*^C^*_t_ method.

### Western Blotting

Total proteins were extracted with RIPA buffer supplemented with 1% protease inhibitor cocktail and 1% phosphatase inhibitor cocktail. Protein aliquots were electrophoresed on either Novex WedgeWell 10% for COX-1, COX-2, and GAPDH or 16% gel for mPGES-1 (Thermo Fisher Scientific), followed by transfer to nitrocellulose membranes. After blocking with 5% nonfat milk for 1 hour at room temperature, membranes were incubated overnight at 4°C with primary Abs (1:1,000 for COX-1 Ab (clone D2G6, Cell Signaling Technology, catalog no. 9896, RRID:AB_10860249), 1:200 for COX-2 Ab (clone 33, BD Biosciences, catalog no. 610203, RRID:AB_397602), 1:250 for mPGES-1 Ab (Novus Biologicals), and 1:3,000 for GAPDH Ab (clone 6C5, Santa Cruz Biotechnology). Subsequently, membranes were incubated with IgG horseradish peroxidase (HRP)-linked secondaryAbs (1:1,000, R&D Systems) for 1 hour at room temperature. Enzymatic signals were visualized with SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific). The membranes were stripped with 2% SDS for 30 minutes at 60°C and reincubated with specific Abs as needed.

### Cell Proliferation Assay

Melanoma cells were seeded in 96-well culture plates at 4 × 10^3^ cells/well and incubated for 24 hours. Then, cells were exposed to different concentrations of celecoxib and CAY10678. After 24, 48, and 72 hours of treatment, cells were incubated with PrestoBlue Cell Viability Reagent (Thermo Fisher Scientific) for 2 hours according to the manufacturer's recommendations. The absorbance was monitored with a spectrophotometer at 570 nm using 600 nm as a reference wavelength.

### *In Vivo* Experiments

The animal experimental protocol was approved by the Institutional Animal Care and Use Committee at MD Anderson. All animal experiments were performed according to the NIH guidelines. Six-week-old female C57BL/6J mice, purchased from the Jackson Laboratory, were anesthetized with isoflurane and were subcutaneously inoculated 100 μL suspensions of murine Braf^V600E^ melanoma cells (wild type, scramble control, *ptgs1* KO, *ptgs2* KO, and *ptges* KO) into the right flank (1 × 10^6^ per mouse). In treatment-control experiments, 8 days after cell injection, mice were randomly divided into two groups for the first study: vehicle or CAT10678, and six groups for the second study: IgG control, anti-PD-1 Ab (αPD-1), celecoxib+IgG, CAY10678+IgG, celecoxib+αPD-1, or CAY10678+αPD-1. αPD-1 (200 μg per mouse, BE0416, Bio X Cell) or IgG control (BE0086, Bio X Cell) was intraperitoneally administered every 3 days for a total of four times, and 50 mg/kg celecoxib or 100 mg/kg CAY10678, suspended with 1% Tween 80 and 0.5% carboxymethylcellulose in normal saline, was intraperitoneally administered daily for 13 days. Tumor length (*L*) and width (*W*) were measured every 3 or 4 days with an external caliper, and the volume (*V*) of each tumor was calculated according to the equation [*V* = (*L* × *W*^2^) × 0.5]. Body weight was also measured at the same time. The mice were euthanized by carbon dioxide asphyxiation. Tumors were then excised, weighed, and subjected to Masson's trichrome staining or multiplex fluorescent IHC (mfIHC) staining.

### Imaging Analysis and Selection of Regions of Interest

All sections were scanned using Vectra Polaris Imaging System (Akoya Biosciences). At least two and up to five of regions of interest (ROI; each ROI was 1.1×1.5 mm) were randomly selected from each mouse tumor, depending on the tumor size, using InForm software (PerkinElmer) for the quantitative analysis of collagen deposition and tumor-infiltrating lymphocyte (TIL) distribution (Supplementary Fig. S1A). ROIs for the analysis of TIL distribution were selected at the same location as those for the collagen deposition analysis (Supplementary Fig. S1B).

### Masson's Trichrome Staining and Quantitative Analysis of Collagen Deposition

To evaluate the collagen deposition in mouse tumor tissues, sections of formalin-fixed paraffin-embedded (FFPE) tissues with a thickness of 5 μm were stained by Masson's trichrome stain kit (Polysciences Inc.) according to the manufacturer's recommendations. Collagen positivity (%) was calculated using automated digital pathology and image analysis software (Visiopharm). On each ROI, background glass and vessel area were excluded from analysis and collagen positivity (%) was automatically calculated as the ratio of the Masson's trichrome–positive area to the entire area (Supplementary Fig. S2).

### mfIHC Staining

mfIHC staining was performed using Opal 7-Color Manual IHC Kit (Akoya Biosciences), according to the manufacturer's recommendations. Concretely, 5 μm FFPE tissues were baked for 60 minutes at 60°C. After deparaffinization, a heat-mediated stripping procedure using AR6 buffer (Akoya Biosciences) at 95°C for 15 minutes was performed with the EZ-Retriever systems V.3 (BioGenex) between each Ab staining cycle. After blocking with Protein Block (Agilent Technologies Inc) for 20 minutes, slides were incubated for 30 minutes at room temperature with primary Abs. Sequentially, Opal Polymer HRP Ms + Rb was introduced for 10 minutes and preselected opal fluorophores were applied for 10 minutes at room temperature. The staining procedure was carried out in a step-by-step manner. After all staining was completed, slides were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) solution (Supplementary Fig. S3A–S3D). Supplementary Table S1 contains the Abs and reagents for the four panels utilized.

### Quantitative Analysis of Tumor-infiltrating Immune Cells

The number of signal-positive c CD45^+^CD8a^+^IFNγ^+^ells was counted using Visiopharm software. First, each cell was stained with DAPI and segmented using the software's nuclei detection application, and the total number of cells in each ROI was automatically counted. Next, the signal positivity threshold for each marker was manually optimized on a one-by-one basis, and the number of signal-positive or -negative cells was automatically counted in a step-by-step manner (Supplementary Fig. S4). By this method, a total of 10 cell lineages were assessed from four mfIHC panels (Supplementary Table S2).

### RNA Sample Processing and Sequencing

The extracted RNA from *ptgs1-*KO, *ptgs2-*KO, *ptges-*KO, and scramble cells using the RNeasy Mini Kit were checked for overall quality. Only RNA samples with high quality (RNA Integrity Number [RIN] > 8.0) and high purity (Optical Density [OD] 260/280 = 1.8–2.0) were used. mRNA libraries were generated with a Bioo Scientific NEXTflex Rapid Directional RNA sequencing (RNA-seq) Library Prep Kit. The mRNA libraries were then sequenced on an Illumina HiSeq 2500 in rapid mode using 101 bp paired-end reads.

### Bioinformatic Analysis

RNA-seq normalized data were utilized to compare *ptgs1*, *ptgs2*, or *ptges* mRNA levels across all the control (scramble) and KO conditions. Of the 28 types of collagens encoded by 43 genes in the genome, only collagen genes with average normalized counts greater than 10 (*col3a1, col4a1, col4a2, col4a5, col5a1, col8a1, col16a1,* and *col18a1*) were included and analyzed by principal component analysis (PCA) and heat maps using ClustVis software (ClustVis, RRID:SCR_017133).

RNA-seq expression data for The Cancer Genome Atlas (TCGA)-Skin Cutaneous Melanoma (SKCM) were obtained from https://xenabrowser.net/ in May 2022. All the data were normalized to log_2_ normalized counts+1. Only patients with metastatic melanoma from TCGA-SKCM were included in the analysis. Patients with metastatic melanoma were divided into four quantiles based on *PTGES* mRNA levels. Patients in the lower quartile (Low-*PTGES*, *n* = 92) and the upper quartile (High-*PTGES*, *n* = 92) were included and compared for *PTGES, COL1A1, COL1A2, COL3A1, COL4A1, COL4A2, COL8A1, COL16A1,* and *COL18A1* mRNA levels.

### Statistical Analysis

Statistical analyses were conducted using GraphPad Prism 8 (GraphPad Software Inc., RRID:SCR_002798) or R version 4.1.2 (https://www.R-project.org/) in a two-tailed way. Continuous variables were expressed as mean ± 95% confidence interval. Statistical differences between two groups were compared using Student *t* test. Multiple groups were analyzed by one-way ANOVA and Tukey multiple comparisons test. Chronologic changes in tumor volume between two groups were compared by repeated measures one-way ANOVA, followed by Tukey *post hoc* test. Survival curves were estimated via the Kaplan–Meier method and compared via the log-rank test. *P* values < 0.05 were considered statistically significant.

### Data Availability

The RNA-seq data generated and discussed in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE236204.

## Results

### COX-1, COX-2, or mPGES-1 Expression Associates with Different Prostaglandin Profiles in Murine Melanoma Cells

Several enzymes convert the arachidonic acid present in the phospholipids of cell membranes into active metabolites (Fig. 1A). To evaluate the specific roles of mPGES-1 in melanoma, we established murine Braf^V600E^ melanoma cells, which knocked out *ptgs1*, *ptgs2*, and *ptges* genes (coding for COX-1, COX-2, and mPGES-1 proteins, respectively), using CRISPR/CAS9. As reported previously, murine Braf^V600E^ melanoma cells have elevated levels of COX-2 and mPGES-1 and produce a large amount of prostaglandins in normal conditions (15, 24). KO efficacy for *ptgs1*, *ptgs2*, and *ptges* genes and corresponding proteins were respectively assessed by qRT-PCR and Western blotting (Fig. 1B and C). Then, we compared the prostaglandin and thromboxane levels released in supernatants. As thromboxane A2 (TxA2) and prostaglandin I2 (PGI2) are highly labile and rapidly degraded, we instead measured thromboxane B2 (TxB2) and 6-keto prostaglandin F1α (PGF1α), respectively (Fig. 1A). Suppression of PGE2 release was most effective with *ptgs2* KO and moderately effective with *ptges* and *ptgs1* KO (Fig. 1D). Deletion of *ptgs2* gene slightly but significantly decreased the release of TxB2 (Fig. 1E). The release of prostaglandin D2 (PGD2), prostaglandin F2α (PGF2α), and 6-keto PGF1α were dramatically reduced by *ptgs2* KO and slightly decreased or unchanged by *ptgs1* KO. In contrast, *ptges* KO dramatically increased PGD2, PGF2α, and 6-keto PGF1α formation (Fig. 1F–H).

**FIGURE 1:**
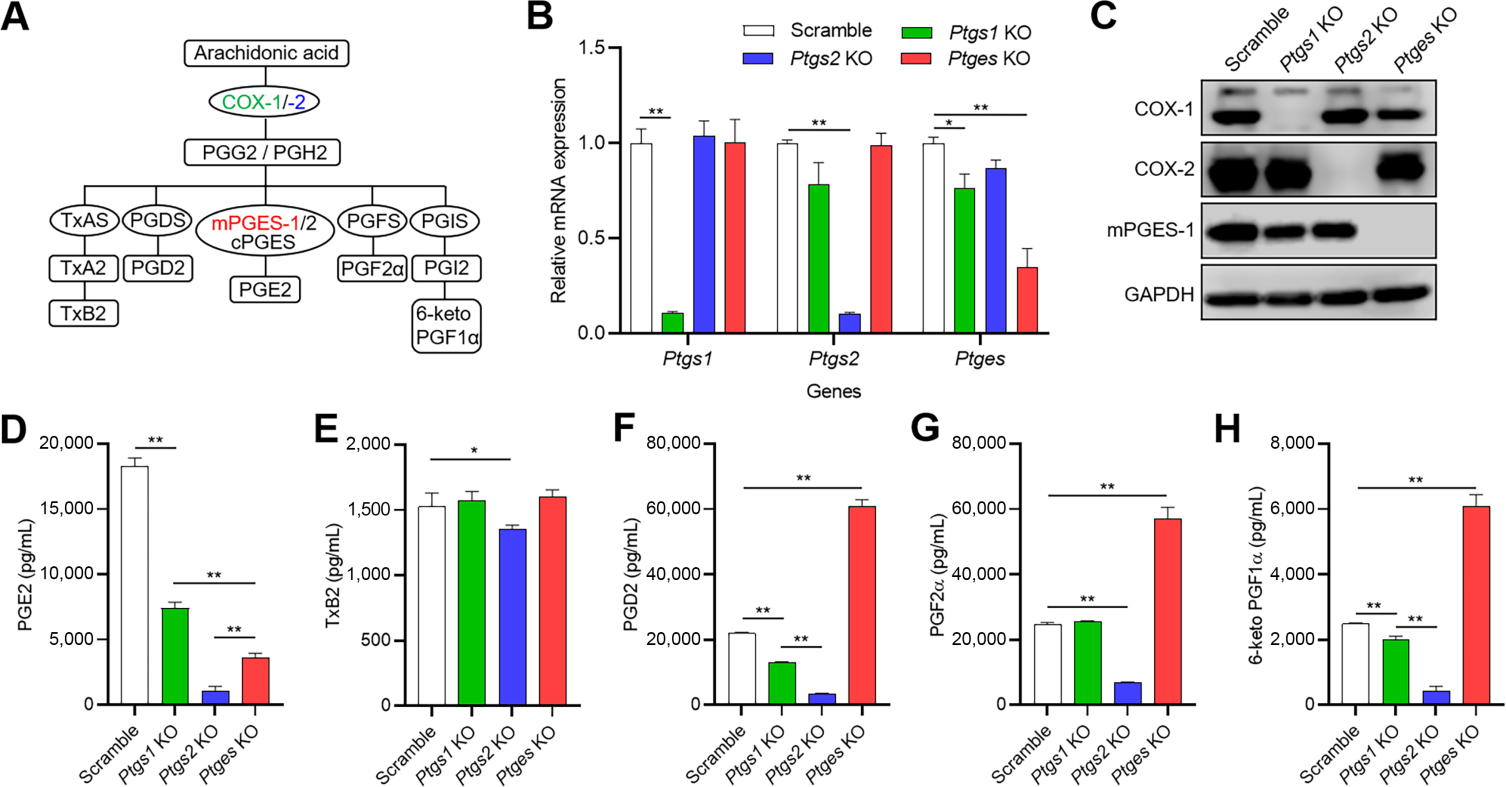
The influence of *ptgs1*, *ptgs2*, and *ptges* KO on the production of arachidonic acid metabolites from murine Braf^V600E^ melanoma cells. **A,** Schematic diagram of the arachidonic acid metabolic cascade. PGG2, prostaglandin G2; PGH2, prostaglandin H2; TxAS, thromboxane-A synthase; TxA2, thromboxane A2; PGDS, prostaglandin D synthase; cPGES, cytosolic prostaglandin E synthase; PGFS, prostaglandin F synthase; PGIS, prostaglandin I synthase. **B** and **C,***ptgs1*, *ptgs2*, and *ptges* genes in murine Braf^V600E^ melanoma cells were knocked out via CRISPR/CAS9. The mRNA and protein levels were analyzed by qRT-PCR (B) and Western blotting (C). Bar graphs show the fold change relative to mRNA levels of scramble control for each gene (B, *n* = 4). GAPDH was used as a loading control (C). **D–H,** Bar plot showing the concentrations of arachidonic acid metabolites released in supernatants obtained from scramble control, *ptgs1-*KO, *ptgs2-*KO, and *ptges-*KO cells. All prostanoids were measured by ELISA (*n* = 4): PGE2 (D), TxB2 (E), PGD2 (F), PGF2α (G), and 6-keto PGF1α (H). Graph values represent mean ± SD. Significance in difference between two groups was determined by Student *t* test. **, *P* < 0.01; *, *P* < 0.05.

### mPGES-1 and COX-2 Deletion Comparably Suppresses Tumor Growth in a Syngeneic Mouse Model

To elucidate the impact of COX-1, COX-2, and mPGES-1 expression on tumor burden, we implanted *ptgs1-*KO, *ptgs2-*KO, *ptges-*KO, or scramble cells into the flank of syngeneic immunocompetent C57BL/6J mice and compared the tumor growth. Before cell implantation, four subclones of *ptgs1-*KO, *ptgs2-*KO, *ptges-*KO, and scramble cells with similar proliferation rates *in vitro* were selected (Fig. 2A). The tumor growth originating from *ptgs2-* or *ptges-*KO cells was significantly slower than that of tumors originating from scramble or *ptgs1*-KO cells (Fig. 2B), whereas the tumor growth was not significantly different between *ptgs1* KO*-* and scramble-derived tumors and between *ptgs2* KO*-* and *ptges* KO*-*derived tumors. Moreover, tumor-free survival (tumor volume < 1,000 mm^3^) was longer in *ptgs2* KO*-* and *ptges* KO*-*derived tumors compared with *ptgs1* KO*-* and scramble cell-derived tumors (Fig. 2C).

**FIGURE 2:**
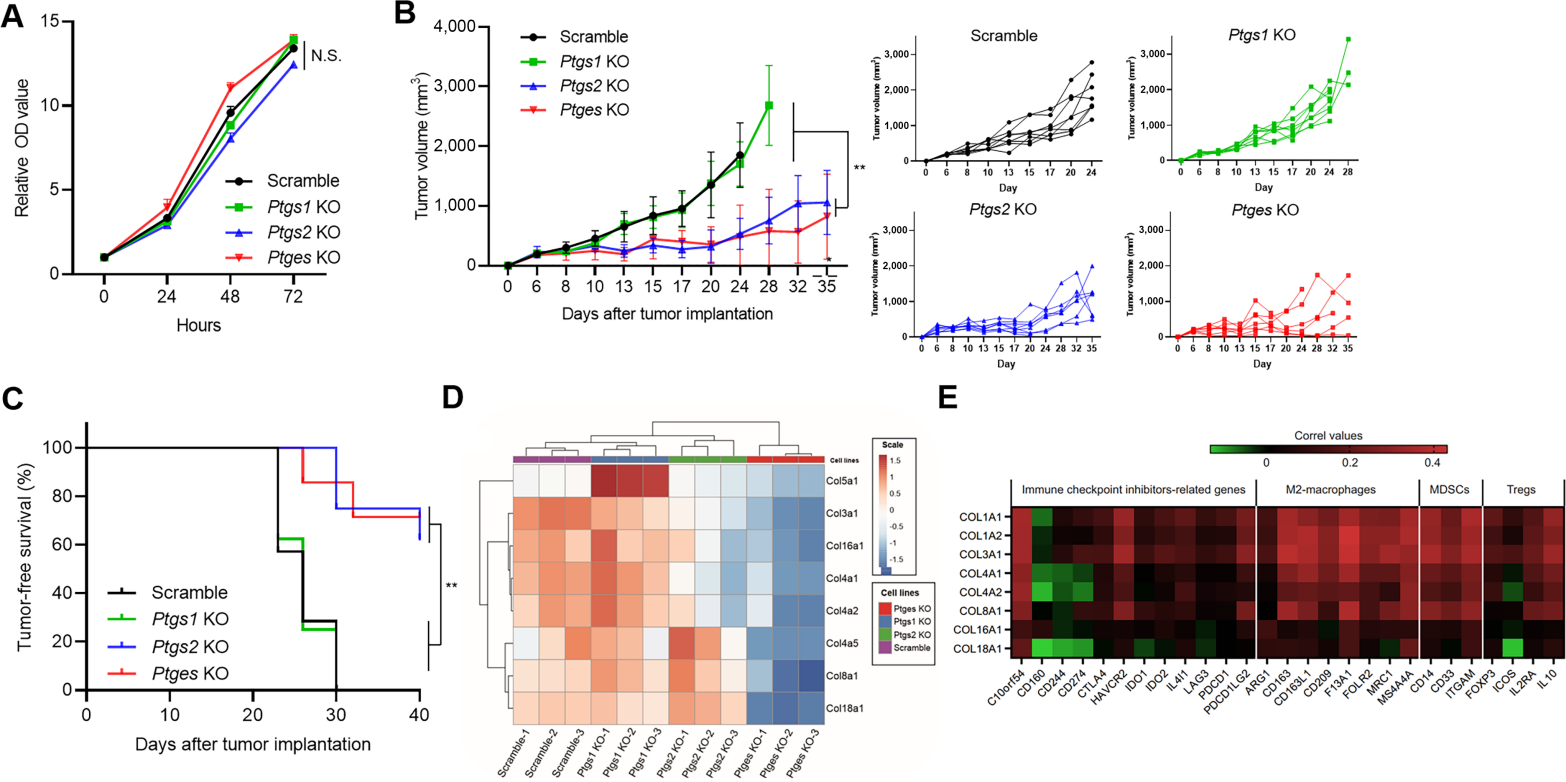
*In vivo* tumor growth assessment and RNA-seq characterization of murine Braf^V600E^ melanoma cells with *ptgs1*, *ptgs2*, or *ptges* KO. **A,** Cell proliferation assay in scramble, *ptgs1-*KO, *ptgs2*-KO, and *ptges*-KO murine Braf^V600E^ melanoma cells. Results represent the fold change relative to the OD value of baseline levels at time 0 for each cell (0, 24, 48, and 72 hours after culture; *n* = 6). Differences between two groups were analyzed by repeated measures one-way ANOVA, followed by Tukey *post hoc* test. **B,** Left, Tumor volume measurement at indicated timepoints for scramble, *ptgs1*-KO, *ptgs2-*KO, and *ptges*-KO cells. A total of 1 × 10^6^ cells per mouse were injected subcutaneously into the flanks of C57BL/6J mice: *n* = 8 mice each for scramble, *ptgs1-*KO, and *ptgs2*-KO groups, and *n* = 7 for *ptges*-KO group. Differences in tumor volume between two groups were analyzed by repeated measures one-way ANOVA, followed by Tukey *post hoc* test. **B,** Right, Tumor volumes for individual mice in each group are shown. **C,** Tumor-free survival (tumor volume < 1,000 mm^3^) was estimated using the Kaplan–Meier method and compared using the log-rank test. **D,** Heat map showing the unsupervised hierarchical clustering of the mRNA levels (Reads Per Kilobase Million [RPKM]) of eight collagen-related genes across scramble, *ptgs1*-KO, *ptgs2-*KO, and *ptges-*KO cells. RNA was extracted from three different subclones in each cell line. **E,** Spearman correlation values between immune-suppressive markers and collagen-related genes in melanoma samples from TCGA-SKCM dataset. Graph values represent mean ± SD. **, *P* < 0.01. N.S., not statistically significant.

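For these samples, hierarchical clustering was repeated on the scaled RPKM values of the 8 collagen genes with correlation distance and average linkage. With the tree divided into 4 clusters, 1 of the 4 conditions, *ptgs2*-KO, formed a cluster of its own. Samples of *ptgs1*-KO and *ptges*-KO cells shared a cluster, and 1 of the 3 scramble samples was parted from the other 2. Correlation distance leaves out how high or low the 8 genes are together in a sample. The shared cluster therefore does not mean similar collagen levels. All 8 genes were lower than in scramble cells in *ptges*-KO cells, and 0 in *ptgs1*-KO cells, at a limma adjusted p under 0.05. The number of conditions with a cluster of their own was 2 on log2(RPKM + 1) values and 4 when all 11 collagen genes with a mean of at least 1 RPKM were used. It was 1 with Euclidean distance and 1 with complete linkage. With Euclidean distance, which keeps the level, all 4 conditions formed a branch of their own at some height. The first division then parted *ptges*-KO samples from all others. This count of branches was chosen after the clusters had been seen. The paper describes the samples here as subclones and in its results as independent samples, and each was treated as 1 replicate of its line.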

### mPGES-1 Depletion Suppresses Expression of Collagen-related Genes in Murine Melanoma Cells

The similar tumorigenicity between *ptgs2-* and *ptges-*KO cells (Fig. 2B) despite their difference in PGE2 suppression potencies (Fig. 1D) suggests the presence of other factors which may specifically be involved in the regulation of tumor progression and immune cell responses by mPGES-1. 

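RNA was sequenced from 12 cultures of a murine Braf V600E melanoma cell line, with 3 samples of scramble control cells and 3 of each knockout line. The knockout lines lack *ptgs1*, *ptgs2*, or *ptges*, which code for COX-1, COX-2, and mPGES-1. According to the methods of the paper, directional mRNA libraries were read as 101 bp paired-end reads. The authors deposited normalized values to 2 decimals for 30705 gene names, with 1 column per sample, and the legends of the paper give their unit as RPKM (reads normalized for gene length and library size). The paper's text does not name the aligner, the genome build, or the annotation behind these values. Read counts are not part of the deposited values, so the depth was estimated from the smallest steps between low values of short genes, multiplied by their transcript length in GENCODE M21. The estimate was 13.3 to 17.1 M reads per sample, with a median of 15.3 M in scramble, 14.0 M in *ptgs1*-KO, 15.4 M in *ptgs2*-KO, and 16.8 M in *ptges*-KO cells. It assumes that the values are RPKM and that the authors used similar transcript lengths. For the comparisons, log2(RPKM + 1) of the 11282 genes with a mean of at least 1 RPKM over the 12 samples was analyzed with limma. Pearson's correlation of these values across genes, which are not independent replicates, was 0.984 to 0.995 between samples of the same line and 0.962 to 0.985 between samples of different lines. Compared with scramble cells, 1045 genes had a Benjamini-Hochberg adjusted p under 0.05 in *ptgs1*-KO cells, 1257 in *ptgs2*-KO cells, and 2969 in *ptges*-KO cells. Of the 2969 genes, 1342 were higher and 1627 lower in *ptges*-KO cells. This balance depended on the scaling, with 2054 higher and 1715 lower by the median ratio and 1870 and 1606 by quantile normalization. The alternative that moved this number most was a further limit of an absolute log2 fold change of at least 1, which left 219 genes. The direct comparison of *ptges*-KO with *ptgs2*-KO cells gave 1873 genes, of which 763 were higher and 1110 lower in *ptges*-KO cells, or 1290 and 1208 by the median ratio.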

To address this, we performed RNA-seq analysis using three independent samples from each scramble, *ptgs1-*KO, *ptgs2-*KO, and *ptges*-KO murine Braf^V600E^ melanoma cells cultured *in vitro*. 

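The gene *ptgs1*, which codes for COX-1, lies on chromosome 2 of GRCm38 from 36230426 to 36252272. Its mRNA level was 151 ± 11.5 RPKM (SD, n = 3) in scramble cells and 16.0 ± 1.49 RPKM (SD, n = 3) in *ptgs1*-KO cells, 10.6% of the scramble mean. The log2 fold change was -3.16 (standard error 0.10, adjusted p = 4.3e-10 from limma over all genes tested and 5.1e-13 over the 9 comparisons of the 3 target genes alone). The level was 158 ± 11.7 RPKM (SD, n = 3) in *ptgs2*-KO cells and 152 ± 18.2 RPKM (SD, n = 3) in *ptges*-KO cells. Neither differed from scramble cells by more than the spread between replicates, with limma adjusted p values of 0.754 and 0.982 over all genes tested. Over 19 settings in processing, the main one included, the log2 fold change in *ptgs1*-KO cells stayed between -3.24 and -3.09. An exact permutation test of the F statistic over all divisions of the 12 samples into 4 groups of 3 gave p = 0.015 for *ptgs1*, or 0.0165 after adjustment over 11 genes. The smallest p that this test allows is 6.5e-05, whereas an exact two-sided test of 3 samples against 3 cannot go below 0.1.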

The mRNA levels of *ptgs1* showed a decreased in *ptgs1*-KO, but not *ptgs2-*KO or *ptges-*KO cells compared with scramble control cells (Supplementary Fig. S5A). Similarly, mRNA levels of *ptgs2* were reduced in *ptgs2-*KO cells, but not in *ptgs1-*KO or *ptges-*KO cells, compared with scramble cells (Supplementary Fig. S5B). 

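The gene *ptgs2* lies on chromosome 1 from 150100031 to 150108227. In scramble cells its mRNA level was 761 ± 14.2 RPKM (SD, n = 3). It was 79.8 ± 4.38 RPKM (SD, n = 3) in *ptgs2*-KO cells, a log2 fold change of -3.24 (standard error 0.10, adjusted p = 4.0e-10 from limma), and stayed between -3.30 and -3.21 under the alternatives. In *ptges*-KO cells the level was 754 ± 47.7 RPKM (SD, n = 3), with a limma adjusted p of 0.928. In *ptgs1*-KO cells it was 598 ± 86.4 RPKM (SD, n = 3), or 78.5% of the scramble mean, and each of these samples was below each scramble sample. The log2 fold change in *ptgs1*-KO cells was -0.36 (standard error 0.10), with a limma adjusted p of 0.0386 over all genes tested and 0.00566 over the 9 comparisons of target genes. This difference depended on the processing, since 11 of the 19 settings gave an adjusted p under 0.05, and the adjusted p ranged from 0.00145 to 0.118. The Tukey test that the paper names, counted among these settings, gave p = 0.0164 for the same comparison. That p is adjusted over the pairs of groups for this gene and not over all genes tested. The exact permutation test of *ptgs2* over the 4 groups gave p = 5.2e-04, or 0.00143 after adjustment.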

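The gene *ptges*, on chromosome 2 from 30889471 to 30929863, codes for mPGES-1. Its mRNA level was 77.6 ± 2.43 RPKM (SD, n = 3) in scramble cells and 37.1 ± 3.37 RPKM (SD, n = 3) in *ptges*-KO cells, where 47.9% of the scramble level remained. The log2 fold change in *ptges*-KO cells was -1.05 (standard error 0.08, adjusted p = 1.1e-06 from limma). The level of 54.5 ± 2.76 RPKM (SD, n = 3) in *ptgs1*-KO cells was also lower than in scramble cells, by a log2 fold change of -0.50 (standard error 0.08, adjusted p = 0.00110 from limma). In *ptgs2*-KO cells it was 67.3 ± 3.44 RPKM (SD, n = 3), and all 3 samples were below the scramble samples. The log2 fold change in *ptgs2*-KO cells was -0.20 (standard error 0.08), with a limma adjusted p of 0.117 over all genes tested and 0.0341 over the 9 comparisons of target genes. The adjusted p for this comparison was under 0.05 in 5 of the 19 settings, with a range from 0.00883 to 0.283. The exact permutation test of *ptges* over the 4 groups gave p = 6.5e-05, the smallest it can give, or 3.6e-04 after adjustment.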

Also, the mRNA levels of *ptges* were reduced in *ptgs1*-KO and *ptges-*KO cells, but not *ptgs2-*KO cells, compared with scramble cells (Supplementary Fig. S5C). In summary, all these results validated the results observed in qRT-PCR and Western blot analysis (Fig. 1B and C). We focus on analyzing genes that code for collagen molecules, a total of 43 genes in the human/mouse genome. 

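The deposited values were searched for 45 collagen gene symbols, of which 44 were found. For each gene the mean over the 12 samples was taken, and 9 genes had a mean above 10 RPKM. By falling mean these were *col4a1* with 418 RPKM, *col3a1* with 340 RPKM, *col4a2* with 302 RPKM, *col8a1* with 222 RPKM, *col4a5* with 56.8 RPKM, *col16a1* with 28.8 RPKM, *col5a1* with 22.9 RPKM, *col5a2* with 11.7 RPKM, and *col18a1* with 10.8 RPKM. *Col5a2* passed this limit on account of *ptgs2*-KO cells, where its level was 33.7 ± 4.37 RPKM (SD, n = 3). It was 4.14 ± 0.114 RPKM (SD, n = 3) in scramble, 0.180 ± 0.0608 RPKM (SD, n = 3) in *ptgs1*-KO, and 8.85 ± 1.01 RPKM (SD, n = 3) in *ptges*-KO cells. *Col7a1*, with a mean of 4.09 RPKM, and *col6a1*, with 3.57 RPKM, lay between 1 and 10 RPKM. A further 33 collagen genes had a mean under 1 RPKM, and 3 of them were listed at 0 in all samples. With the limit set on the mean of any 1 condition, 11 genes passed, and with the limit at 20 RPKM, 7 genes passed.

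**Figure D1:**
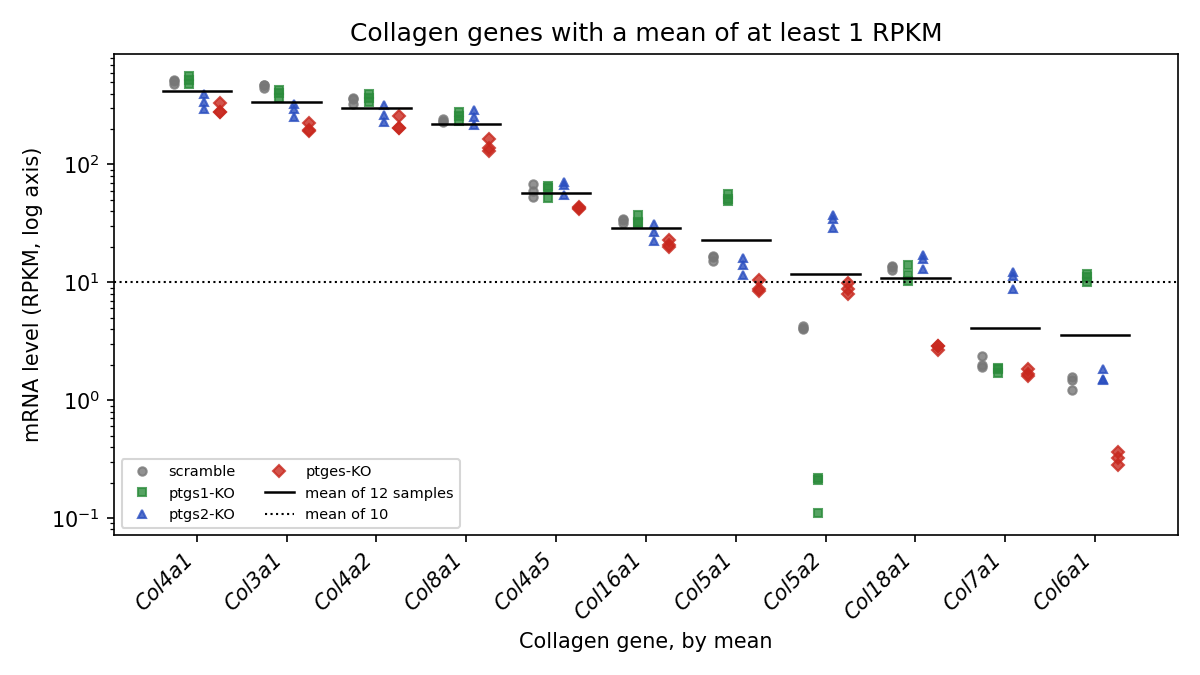
mRNA levels (RPKM, log axis) of the 11 collagen genes with a mean of at least 1 RPKM, ordered by mean. Each point is a sample, the short lines are the means of the 12 samples, and the dotted line marks a mean of 10 RPKM, which 9 genes exceed.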

In the RNA-seq dataset, only collagen genes with average normalized counts greater than 10 (*col3a1*, *col4a1*, *col4a2*, *col4a5*, *col5a1*, *col8a1*, *col16a1*, and *col18a1*) were included and analyzed. In PCA, we observed that the eight collagen genes clustered each of the cell line conditions analyzed (Supplementary Fig. S5D). 

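The PCA was computed on the untransformed RPKM values of the 8 genes, each centered and scaled to unit variance over the 12 samples. PC1 held 76.8%, PC2 14.2%, and PC3 6.71% of the variance. On PC1, *ptges*-KO samples lay between 2.87 and 3.98, apart from all others. The other lines overlapped on PC1. *Ptgs1*-KO samples ranged from -3.25 to -1.03 and *ptgs2*-KO samples from -1.38 to 1.68, and the lowest scramble sample was at -1.90. On PC3 the 4 conditions did not overlap, with scramble samples from -1.24 to -0.92, *ptges*-KO from -0.16 to -0.017, *ptgs2*-KO from 0.34 to 0.44, and *ptgs1*-KO from 0.69 to 0.79. They did not overlap on PC2 either. Differences between the 4 conditions made up 87.6% of the variance along PC1 (exact permutation test, p = 0.00169), 95.1% along PC2 (p = 6.5e-05 from the same exact test), and 98.6% along PC3 (p = 6.5e-05, the smallest this exact test can give). After adjustment over the 3 components these p values were 0.00169, 9.7e-05, and 9.7e-05. The loadings of all 8 genes on PC1 had the same sign. Centering without scaling moved the share of PC1 upward most, to 92.5%, and the inclusion of all collagen genes with a mean of at least 1 RPKM moved it downward most, to 60.2%.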

Also, heat map (Fig. 2D) and boxplots (Supplementary Fig. S6A–S6H) showed that all the eight collagen genes were significantly downregulated in *ptges-*KO cells compared with scramble control cells. 

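Among the 8 collagen genes, *col18a1* showed the largest fall in *ptges*-KO cells, from 13.3 ± 0.465 RPKM (SD, n = 3) in scramble to 2.81 ± 0.136 RPKM (SD, n = 3). This was a log2 fold change of -1.91 on the scale of log2(RPKM + 1) (standard error 0.12, adjusted p = 2.5e-07 from limma). The smallest was that of *col4a5*, from 60.3 ± 7.97 RPKM (SD, n = 3) to 42.6 ± 0.597 RPKM (SD, n = 3), with a log2 fold change of -0.48 (standard error 0.12, adjusted p = 0.00854 from limma). *Col5a1* and *col16a1* had log2 fold changes of -0.75 and -0.63. In *ptges*-KO cells all 8 genes had an adjusted p under 0.05, both over all genes tested and over the 8 genes alone, and each *ptges*-KO sample was below each scramble sample for all 8. All 8 kept a negative log2 fold change and an adjusted p under 0.05 under each of the 19 settings in processing. These p values measure the spread between samples of a line. The paper does not state whether the subclones of a line stem from separate knockout events. The effect of the knockout and a difference that existed between the lines therefore cannot be told apart for the 8 genes. In *ptgs2*-KO cells 2 of the 8 genes were lower than in scramble cells at an adjusted p under 0.05, and 4 when adjusted over the 8 genes alone. In *ptgs1*-KO cells 0 were lower (1 at an unadjusted p under 0.05), and *col5a1* was higher, with a log2 fold change of 1.64 (standard error 0.11, adjusted p = 6.8e-07 from limma). Compared directly with *ptgs2*-KO cells, *ptges*-KO cells had 5 of the 8 genes lower at an adjusted p under 0.05, and 7 when adjusted over the 8 genes alone. In the exact permutation test over the 4 groups, p ranged from 6.5e-05 for *col3a1* to 0.0193 for *col4a5*, and the adjusted values ran from 3.6e-04 to 0.0193. *Col5a2*, which also had a mean above 10 RPKM, was higher in *ptges*-KO than in scramble cells, with a log2 fold change of 0.93 (standard error 0.12, adjusted p = 9.6e-05 from limma).

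**Figure D2:**
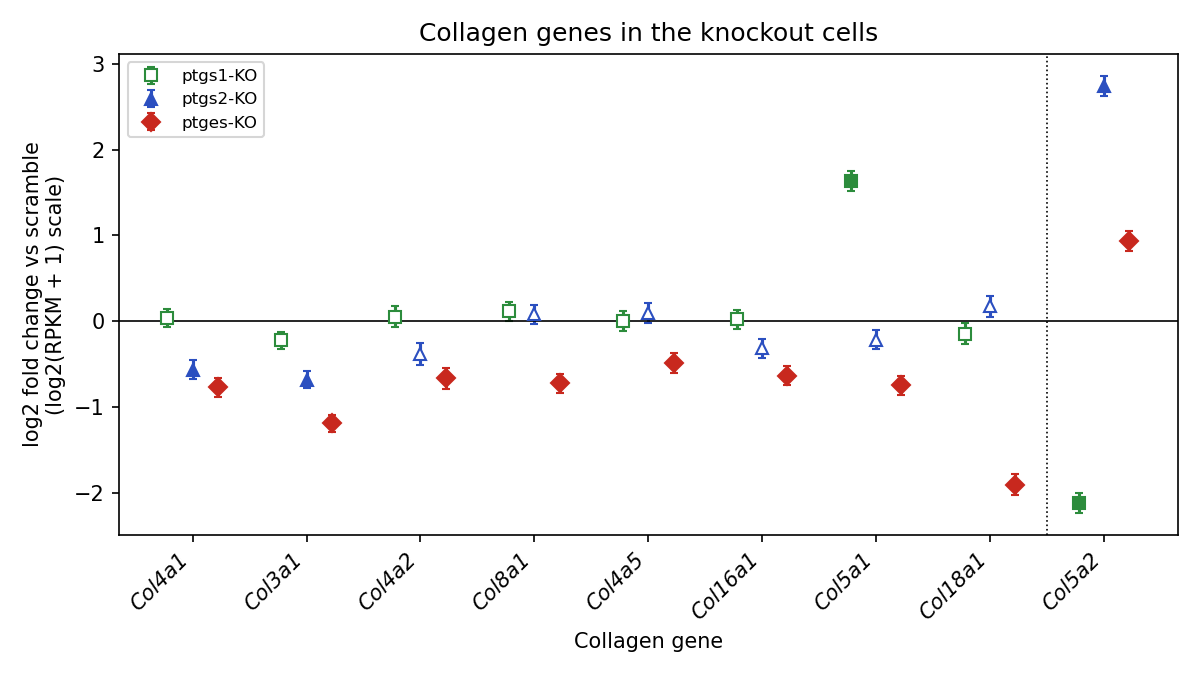
Log2 fold change against scramble cells, on the log2(RPKM + 1) scale, of the 8 collagen genes and, right of the dotted line, *col5a2* in each knockout line (n = 3 per group). Error bars are standard errors from limma, and filled symbols have an adjusted p under 0.05. All 8 genes lie below 0 in *ptges*-KO cells, from -1.91 to -0.48.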

RNA-seq data were validated by qRT-PCR. Although some qRT-PCR results were inconsistent with RNA-seq data, mRNA levels of some of these genes, including *col3a1*, *col4a1*, *col4a2*, *col8a1*, *col16a1*, and *col18a1* were reduced in *ptges-*KO cells compared with scramble cells (Supplementary Fig. S6I and S6J). To evaluate the clinical relevance of this finding, we assessed a cohort of patients with metastatic melanoma from TCGA-SKCM dataset. Patients with high and low mRNA levels of *PTGES* (*n* = 92 each) were compared (Supplementary Fig. S7A). In accordance with the results of mouse cells, mRNA levels of collagen-related genes *COL3A1*, *COL4A1*, *COL4A2*, *COL8A1*, and *COL18A1* were significantly lower in patients with low *PTGES* than in those with high *PTGES* (Supplementary Fig. S7B–S7F). In contrast, *COL16A1* levels were similar between the two groups (Supplementary Fig. S7G). Intriguingly, mRNA levels of *COL1A1* and *COL1A2*, coding for collagen type 1, which is most abundant of the collagens, were also linked with *PTGES* in patients with melanoma (Supplementary Fig. S7H and S7I). 

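In the RNA-seq data of the cell lines, the mRNA level of *col3a1* was 466 ± 15.2 RPKM (SD, n = 3) in scramble and 204 ± 17.4 RPKM (SD, n = 3) in *ptges*-KO cells, a log2 fold change of -1.19 (standard error 0.10, adjusted p = 2.7e-06 from limma). The corresponding levels were 508 ± 21.0 and 297 ± 29.6 RPKM (SD, n = 3) for *col4a1*, 351 ± 19.6 and 222 ± 32.0 RPKM (SD, n = 3) for *col4a2*, and 237 ± 7.77 and 144 ± 18.3 RPKM (SD, n = 3) for *col8a1*. Their log2 fold changes were -0.77, -0.67, and -0.72, with limma adjusted p values of 2.8e-04, 0.00194, and 5.2e-04. *Col4a1* and *col4a2* lie side by side on chromosome 8, from 11198423 to 11312826 and from 11312805 to 11449287. In *ptgs1*-KO cells the mRNA level of *ptges* was also lower than in scramble cells. Of the 4 genes, *col3a1* had a log2 fold change of -0.23 there, with a limma adjusted p of 0.186 over all genes tested, although each *ptgs1*-KO sample was below each scramble sample. It was under 0.05 in 2 of the 19 settings. The log2 fold changes of *col4a1*, *col4a2*, and *col8a1* in *ptgs1*-KO cells were 0.04, 0.05, and 0.11, none larger than the spread between replicates, and those of *col4a1* and *col4a2* turned negative under some alternatives. In *ptgs2*-KO cells *col3a1* and *col4a1* were lower than in scramble cells, with log2 fold changes of -0.69 and -0.57 and limma adjusted p values of 7.5e-04 and 0.00537. *Col4a2* had a log2 fold change of -0.38 in *ptgs2*-KO cells with a limma adjusted p of 0.0663, which was under 0.05 in 6 of 19 settings. Between *ptges*-KO and *ptgs2*-KO cells, *col3a1* and *col8a1* were lower in *ptges*-KO cells. Their log2 fold changes were -0.50 and -0.80, with limma adjusted p values of 0.00386 and 2.7e-04 over all genes tested. *Col4a1* and *col4a2* had -0.21 and -0.28, with limma adjusted p values of 0.223 and 0.143 and overlapping samples.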

Data integration from RNA-seq, qRT-PCR, and TCGA-SCKM RNA-seq showed that four collagen genes (*col3a1, col4a1, col4a2,* and *col8a1*) were consistently downregulated when the *ptges* mRNA levels were decreased (Supplementary Fig. S6J). Furthermore, *ptges-*KO murine Braf^V600E^ melanoma cells, cultivated *in vitro*, were less aggregated than scramble, *ptgs1*-KO, and *ptgs2-*KO cells (Supplementary Fig. S8A). Although different cell aggregation may be influenced by different expression of cell-cell adhesion molecules, *ptges-*KO cells cultured in collagen IV-coated well (Thomas Scientific) were more aggregated than those cultured in normal well (Supplementary Fig. S8B), suggesting that *ptges*-KO cells released the lowest amount of collagen which was partially associated with cell aggregation. Of note, cutaneous melanoma data obtained from the TCGA-SKCM dataset demonstrated that mRNA levels of some collagen-related genes were closely correlated with immunosuppressive signatures (Fig. 2E). These results suggest that mPGES-1 regulates the production and release of collagen, which may be associated with immune suppression in melanoma.

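On the side of mRNA production, the 11 collagen genes with a mean of at least 1 RPKM were tested as a set against all other genes with limma's camera. The set was lower in *ptges*-KO than in scramble cells, with a median log2 fold change of -0.72 and a camera p of 2.2e-06, or 4.4e-06 after adjustment over 4 comparisons. With the inter-gene correlation estimated from the data instead of fixed at 0.01, the p was 0.110. No shift of the set was detected in *ptgs1*-KO or *ptgs2*-KO cells, with adjusted camera p values of 0.799 and 0.861. Single genes of the set moved both ways there at a limma adjusted p under 0.05. In *ptgs1*-KO cells 2 were higher and 1 lower, and in *ptgs2*-KO cells 2 were higher and 2 lower. Between *ptges*-KO and *ptgs2*-KO cells the median log2 fold change was -0.58, with an adjusted camera p of 9.2e-10. With the estimated inter-gene correlation the camera p was 0.0427 before adjustment over the 4 comparisons. Not all of this difference was a fall in *ptges*-KO cells. *Col5a2* and *col7a1*, at -1.81 and -2.10 in this comparison, were higher in *ptgs2*-KO than in scramble cells, by 2.75 and 1.91. Against scramble cells they were at 0.93 and -0.19 in *ptges*-KO cells. Of 20 genes of collagen biosynthesis tested, 9 were lower and 2 higher in *ptges*-KO than in scramble cells at a limma adjusted p under 0.05. The numbers were 5 lower and 1 higher in *ptgs2*-KO cells and 3 lower and 1 higher in *ptgs1*-KO cells. Between *ptges*-KO and *ptgs2*-KO cells 2 were lower and 2 higher. This last count depended on the model. With the replicate number added as a block, *plod3*, *leprel1*, *bmp1*, and *loxl4* were also lower in *ptges*-KO than in *ptgs2*-KO cells. Their limma adjusted p values were then 0.0288, 0.0365, 0.0418, and 0.0327. Release of collagen is not measured by mRNA levels. From the lower mRNA levels of collagen genes in *ptges*-KO cells, together with its qRT-PCR, patient, and cell aggregation data, the paper proposes that mPGES-1 regulates how much collagen the melanoma cells make and release.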

### Differences in Collagen Deposition and TIL Distribution Between Tumors Derived from COX-2– and mPGES-1–depleted Cells

To identify the distinctive role of intrinsic mPGES-1 from that of COX-2 at the tumor site, we compared the collagen deposition and TIL distribution among tissues from similarly sized tumors derived from scramble, *ptgs2-*KO, and *ptges*-KO murine Braf^V600E^ melanoma cells. First, we performed Masson's trichrome staining to compare the intratumoral collagen deposition across the three groups. Collagen positivity was significantly diminished by *ptges* KO, but it was not altered by *ptgs2* KO (Fig. 3A). Next, the distribution of TILs was assessed by mfIHC staining (Supplementary Fig. S9A–S9F and Supplementary Fig. S10A–S10C). Tumor-infiltrating cytotoxic CD8a^+^ T cells were drastically increased by *ptgs2* and *ptges* KO; however, no significant difference was observed between tumors derived from *ptgs2-*KO and *ptges-*KO cells (Fig. 3B; Supplementary Fig. S9A).

**FIGURE 3:**
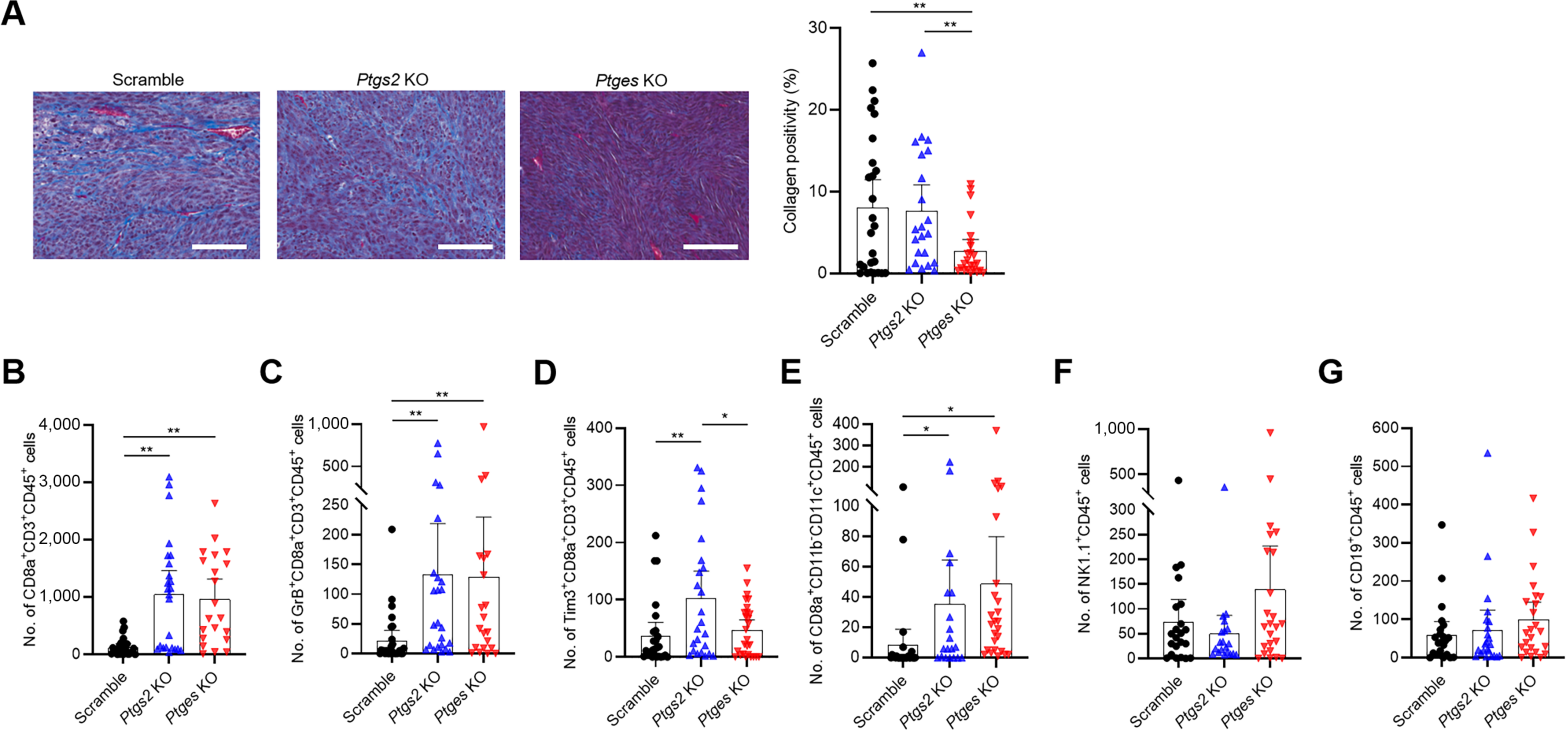
Collagen deposition and distribution of tumor-infiltrating immune cells in tumors derived from *ptgs2*-KO and *ptges*-KO murine Braf^V600E^ melanoma cells. **A,** Left, Representative images of Masson's trichrome staining of tumors derived from scramble, *ptgs2*-KO, and *ptges*-KO cells. Scale bar = 100 μm. **A,** right, Collagen positivity (%) was automatically calculated using Visiopharm software. **B–G,** Distribution of tumor-infiltrating immune cells was compared between tumors from scramble, *ptgs2*-KO, and *ptges-*KO cells. The number of tumor-infiltrating immune cells was automatically calculated using Visiopharm software. Shown are the numbers of tumor-infiltrating CD8a^+^ cytotoxic T cells (B), tumor-infiltrating GrB^+^ effector CD8a^+^ T cells (C), tumor-infiltrating Tim3^+^ exhausted CD8a^+^ T cells (D), tumor-infiltrating classic CD8a^+^ DCs (E), tumor-infiltrating NK1.1^+^ NK cells (F), and tumor-infiltrating CD19^+^ B cells (G). Two to five ROIs, depending on tumor size, were randomly selected from each tumor and used for analyses. Graph values represent mean ± SD. Significance in difference between two groups was determined by Student *t* test. **, *P* < 0.01; *, *P* < 0.05.

Subsequently, we analyzed effector and exhaustion markers of cytotoxic CD8a^+^ T cells. The total number of tumor-infiltrating granzyme B^+^ (GrB^+^) effector CD8a^+^ T cells was greatly improved by *ptgs2* and *ptges* KO, although the percentage of GrB^+^CD8a^+^ T cells in total CD8a^+^ T cells was similar between three groups and no significant difference was observed between *ptgs2-*KO and *ptges-*KO cells (Fig. 3C; Supplementary Fig. S9B). The number of infiltrating IFNγ^+^CD8a^+^ T cells was significantly higher in tumors derived from *ptges*-KO versus scramble cells (Supplementary Fig. S10A). Notably, the number and frequencies of tumor-infiltrating Tim3^+^ exhausted CD8a^+^ T cells were significantly fewer in tumors derived from *ptges*-KO versus scramble and *ptgs2-*KO cells (Fig. 3D; Supplementary Fig. S9C). Conversely, the number of infiltrating IFNγ^+^Tim3^−^CD8a^+^ T-cell population was significantly higher in tumors derived from *ptges*-KO cells compared with scramble and *ptgs2*-KO cells (Supplementary Fig. S10B). The number of Tim3^+^PD-1^+^LAG3^+^ exhausted CD8a^+^ T cells was lowest in *ptges*-depleted cell-derived tumors, followed by *ptgs2*-depleted and scramble cell-derived tumors although the difference did not reach statistically significant (Supplementary Fig. S10C). Furthermore, we compared tumor-infiltrating classic CD8a^+^ DCs population, synonymous with Batf3^+^ DCs, because this subset is a key orchestrator of immune responses in cancer and our previous work demonstrated that *ptges* depletion could enhance this population in melanoma (25). In agreement with our earlier work, tumor-infiltrating CD8a^+^ DCs were more abundant in *ptges*-depleted cell-derived tumors compared with scramble cell-derived tumors, but this was not specific to *ptges* as *ptgs2* depletion equivalently upregulated the frequencies (Fig. 3E; Supplementary Fig. S9D). Finally, the frequencies of tumor-infiltrating natural killer (NK) and B cells were examined because tumor-derived PGE2 inhibited the accumulation of these two immune cell types in previous studies (21, 26, 27). However, in the current study, neither *ptgs2* nor *ptges* depletion affected the trafficking of NK cells and B cells into tumors (Fig. 3F and G; Supplementary Fig. S9E and S9F).

### mPGES-1 Inhibitor CAY10678 Suppresses Tumor Growth in a Syngeneic Mouse Model

Slight differences in the amino acid compositions of human and mouse mPGES-1 demands the use of a mouse/human dual mPGES-1 inhibitor for preclinical *in vivo* study. CAY10678 was selected as a potential candidate to selectively inhibit recombinant human (IC_50_ = 90 nmol/L) and rat mPGES-1 (IC_50_ = 900 nmol/L; ref. 28). CAY10678 attenuated the release of PGE2 from both human WM793 and murine Braf^V600E^ melanoma cells by up to 50%, albeit to a lesser degree than celecoxib (Fig. 4A). The effect of these inhibitors on the release of other prostaglandins and thromboxane in supernatants was similar to that of genetic depletion of *ptgs2* and *ptges* in murine Braf^V600E^ melanoma cells (Fig. 1E–H); only celecoxib decreased TxB2 production (Supplementary Fig. S11A), whereas PGD2, PGF2α, and 6-keto PGF1α production were suppressed by celecoxib and increased by CAY10678 (Supplementary Fig. S11B–S11D).

**FIGURE 4:**
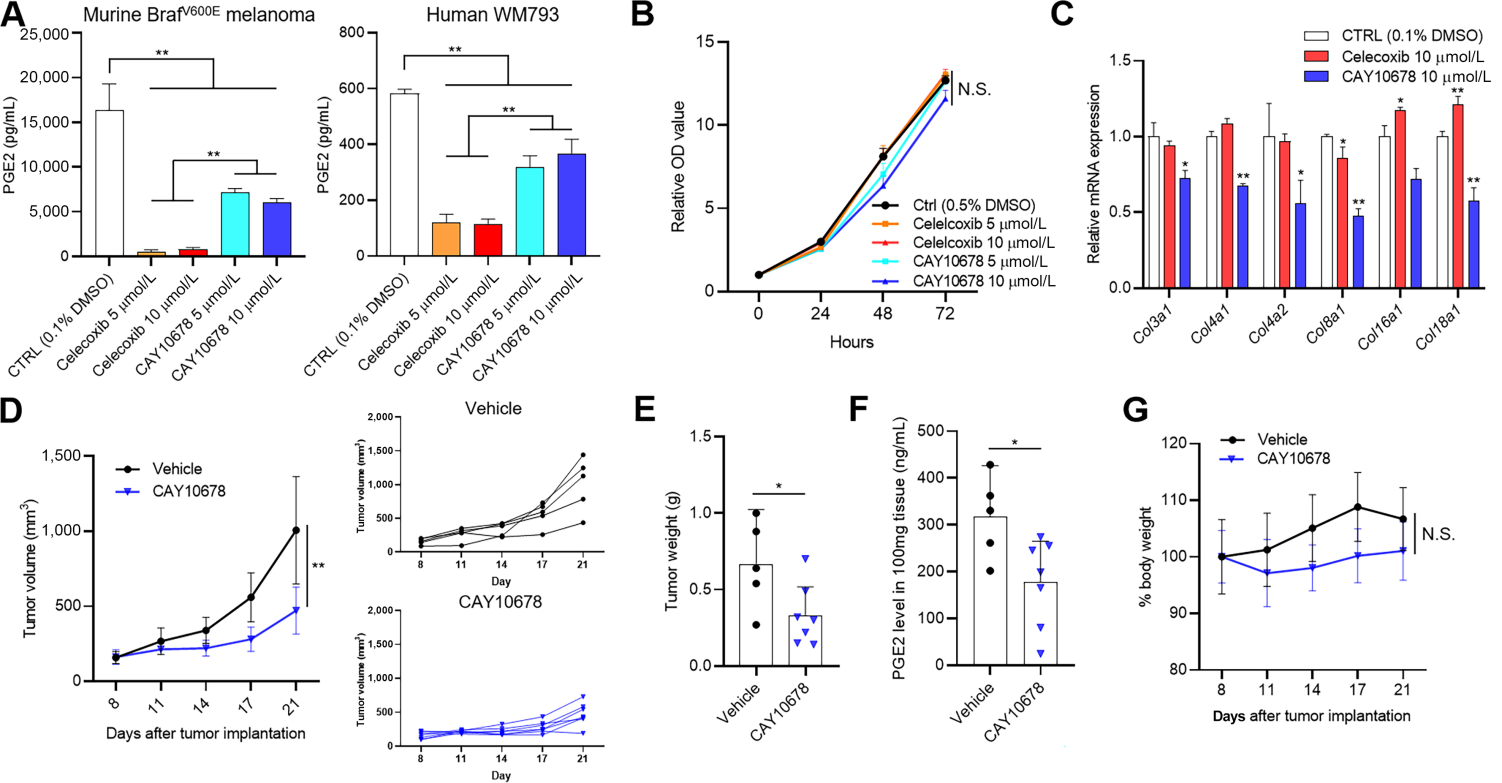
Functional differences between celecoxib and CAY10678 and the impact of CAY10678 on tumor growth in mice. **A,** Release of PGE2 in supernatants in murine Braf^V600E^ melanoma cells (left) and human WM793 cells (right) treated with different concentrations (0, 5, and 10 μmol/L) of celecoxib and CAY10678, measured by ELISA (*n* = 4). **B,** Proliferation assay of murine Braf^V600E^ melanoma cells. Cells were treated with different concentrations of celecoxib and CAY10678 (0, 5, and 10 μmol/L). Cell viability was assessed at 0, 24, 48, and 72 hours. Results represent the fold change relative to the OD value of each group prior to treatment (*n* = 6). Differences between two groups were analyzed by repeated measures one-way ANOVA, followed by Tukey *post hoc* test. **C,** Shown are results of qRT-PCR analyses for *col3a1*, *col4a1*, *col4a2*, *col8a1*, *col16a1*, and *col18a1* genes in murine Braf^V600E^ melanoma cells treated with 0.1% DMSO, 10 μmol/L celecoxib, or 10 μmol/L CAY10678 for 24 hours. Bar graphs show the fold change relative to mRNA levels of control (0.1% DMSO) for each gene (*n* = 4). **D,** Left, Tumor volume at indicated timepoints for murine Braf^V600E^ melanoma cells. A total of 1 × 10^6^ cells per mouse were injected subcutaneously into the flanks of C57BL/6J mice. The tumor-bearing mice were randomly assigned into two groups on day 8: vehicle (*n* = 5) and CAY10678 (*n* = 7) groups. Mice in the CAY10678 group were treated with intraperitoneal injection of 100 mg/kg CAY10678 daily. **D**, Right, Tumor volume for individual mice in each treatment group. **E,** Mice were euthanized on day 21, and the tumors were weighed. **F,** PGE2 levels in tumors were measured by ELISA. **G,** Chronologic changes in body weight in the two groups. Graph values represent mean ± SD. Significance in difference between two groups was tested by Student *t* test. Differences in tumor volume and body weight were analyzed by repeated measures one-way ANOVA followed by Tukey *post hoc* test. **, *P* < 0.01; *, *P* < 0.05. N.S., not statistically significant.

Exposure to different concentrations (5 and 10 μmol/L) of celecoxib and CAY10678 did not influence proliferation of murine Braf^V600E^ melanoma cells *in vitro* (Fig. 4B). Only CAY10678 effectively reduced the mRNA levels of multiple collagen genes (Fig. 4C). In C57BL/6J mice injected with murine Braf^V600E^ melanoma cells, CAY10678 treatment significantly delayed tumor growth compared with vehicle treatment (Fig. 4D). CAY10678-treated mice had significantly lower tumor weight than untreated mice at the time of euthanasia (Fig. 4E). In addition, PGE2 levels were lower in CAY10678-treated tumor tissue versus untreated tumor tissue (Fig. 4F). Mice treated with CAY10678 displayed transient body weight loss, most relevant at 3 days of treatment, yet this change was not significant compared with untreated mice through the observation period (Fig. 4G).

### CAY10678 and Celecoxib Comparably Enhance Anti-PD-1 Therapy in a Syngeneic Mouse Model

Our recent study demonstrated that genetic deletion of mPGES-1 enhanced PD-1 blockade in a syngeneic mouse model of Braf^V600E^ melanoma (25), indicating the potential of mPGES-1 inhibitors for improving immunotherapy. In addition, COX-2 inhibitors significantly synergized with immunotherapy in the same mouse model (15). We therefore set up a head-to-head study to directly compare the impact of mPGES-1 and COX-2 inhibitors on anti-PD-1 therapy. Eight days after inoculation with parent murine Braf^V600E^ melanoma cells, mice were randomized into six groups: IgG control, αPD-1, celecoxib+IgG, CAY10678+IgG, celecoxib+αPD-1, CAY10678+αPD-1 (Fig. 5A). Single-drug therapy with αPD-1, celecoxib, and CAY10678 moderately and similarly slowed tumor growth; suppression of tumor growth was more powerful using combinations of celecoxib or CAY10678 with αPD-1 (Fig. 5B). Tumor weight of mice treated with combination therapies was significantly lower than that of mice treated with single-drug therapies at the time of euthanasia (Fig. 5C). Tumor-free survival (tumor volume < 500 mm^3^) was most extended in mice treated with combination therapies and somewhat extended with single-drug therapies (Fig. 5D). Tumor growth speed and weight as well as tumor-free survival were all similar between mice treated with celecoxib+αPD-1 and CAY10678+αPD-1 (Fig. 5B–D). Consistent with the results of CAY10678 single-drug therapy (Fig. 4G), mice treated with CAY10678 and CAY10678+αPD-1 experienced slight body weight loss of less than 10% (Fig. 5E)

**FIGURE 5:**
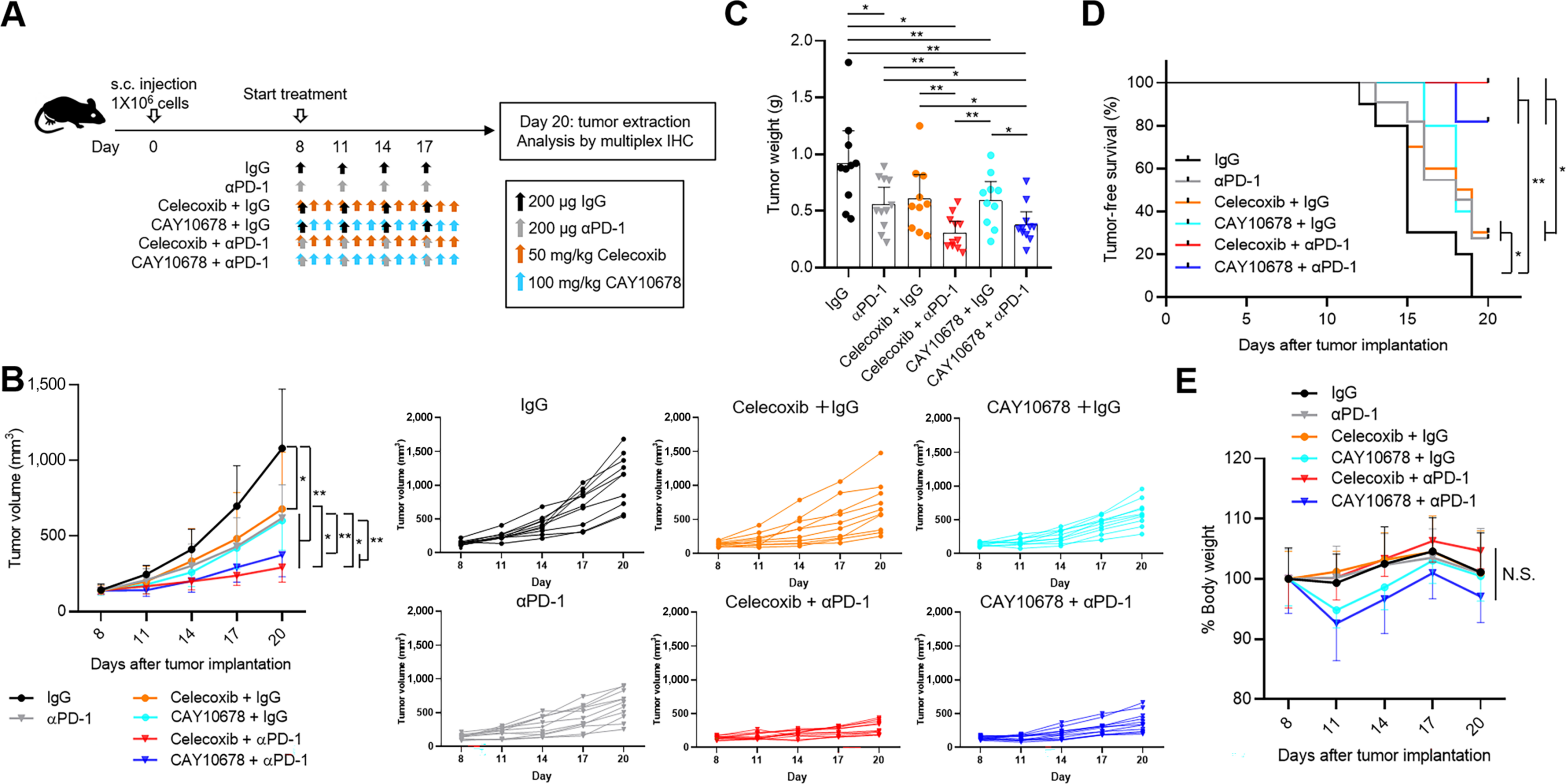
Celecoxib or CAY10678 as monotherapy and combined with PD-1 blockade. **A,** Experimental schema illustrating the six different treatment groups. A total of 1 × 10^6^ murine Braf^V600E^ melanoma cells per mouse were injected subcutaneously into the flanks of C57BL/6J mice. On day 8, tumor-bearing mice were randomly assigned into six groups; IgG (*n* = 11), αPD-1 (*n* = 12), celecoxib+IgG (*n* = 11), CAY10678+IgG (*n* = 11), celecoxib+αPD-1 (*n* = 12), and CAY10678+αPD-1 (*n* = 12). IgG or αPD-1 (200 μg per mouse) was intraperitoneally administered every 3 days, and 50 mg/kg celecoxib or 100 mg/kg CAY10678 was intraperitoneally administered daily. **B,** Left, Tumor volume at indicated timepoints for murine Braf^V600E^ melanoma cells treated with IgG, αPD-1, celecoxib+IgG, CAY10678+IgG, celecoxib+αPD-1, and CAY10678+αPD-1. **B**, Right, Tumor volume for individual mice in each treatment group. **C,** Mice were euthanized on day 20, and tumor weight was measured. **D,** Tumor-free survival (tumor volume < 500 mm^3^) was estimated using the Kaplan–Meier method and compared using the log-rank test. **E,** Chronologic changes in body weight in the six groups. Graph values represent mean ± SD. Differences in tumor volume and body weight were analyzed by repeated measures one-way ANOVA followed by Tukey *post hoc* test. Significance in difference between two groups was determined by Student *t* test **, *P* < 0.01; *, *P* < 0.05.

### Differences in Collagen Deposition and TIL Distribution Between Tumors from Mice Treated with Celecoxib or CAY10678 with αPD-1

Finally, we compared the collagen deposition and TIL distribution using tumors of drug-treated mice at the time of euthanasia. αPD-1 monotherapy significantly induced the collagen in tumors (Fig. 6A), which may be associated with earlier findings that long-term exposure to αPD-L1 accelerated intratumoral collagen deposition in a murine lung cancer model (29). In contrast, CAY10678 effectively reduced collagen deposition, even when combined with αPD-1. Consequently, the difference of TIL distribution was evaluated with mfIHC staining and quantified by Visiopharm software. Total number and frequencies of tumor-infiltrating cytotoxic CD8a^+^ T cells were comparably augmented by any of our treatments (Fig. 6B; Supplementary Fig. S12A). The number of tumor-infiltrating GrB^+^ effector CD8a^+^ T cells was highest in mice treated with combinations of αPD-1 plus celecoxib or CAY10678 and somewhat increased in mice treated with αPD-1, celecoxib, or CAY10678 monotherapy (Fig. 6C). The percentage of GrB^+^CD8a^+^ T cells in total CD8a^+^ T cells was highest in mice treated with CA10678 monotherapy and combinations of αPD-1 plus celecoxib or CAY10678 (Supplementary Fig. S12B). In contrast, the number of tumor-infiltrating Tim3^+^ exhausted CD8a^+^ T cells was significantly lower in mice treated with single-agent CAY10678 or CAY10678 plus αPD-1 compared with any other treatments (Fig. 6D), and the percentage of Tim3^+^ exhausted CD8a^+^ T cells in total CD8a^+^ T cells was significantly suppressed by CAY10678-based treatments compared with celecoxib-based treatments although αPD-1 monotherapy also strongly suppressed the frequency (Supplementary Fig. S12C). The accumulation of CD8a^+^ DCs was induced by both celecoxib- and CAY10678-based treatments (Fig. 6E; Supplementary Fig. S12D). Neither celecoxib nor CAY10678 increased the number of tumor-infiltrating NK cells, as we observed in our KO models (Fig. 3F); however, intriguingly, tumor-infiltrating NK cells were significantly upregulated in mice treated with αPD-1–based regimens (Fig. 6F; Supplementary Fig. S12E). Celecoxib plus αPD-1 treatment was the only combination that enhanced the infiltration of B cells (Fig. 6G; Supplementary Fig. S12F). Finally, we assessed the presence of apoptotic tumor cells by evaluating the levels of cleaved caspase-3–positive cells (Fig. 6H), whose positivity was almost inversely related to the tumor weight (Fig. 5C).

**FIGURE 6:**
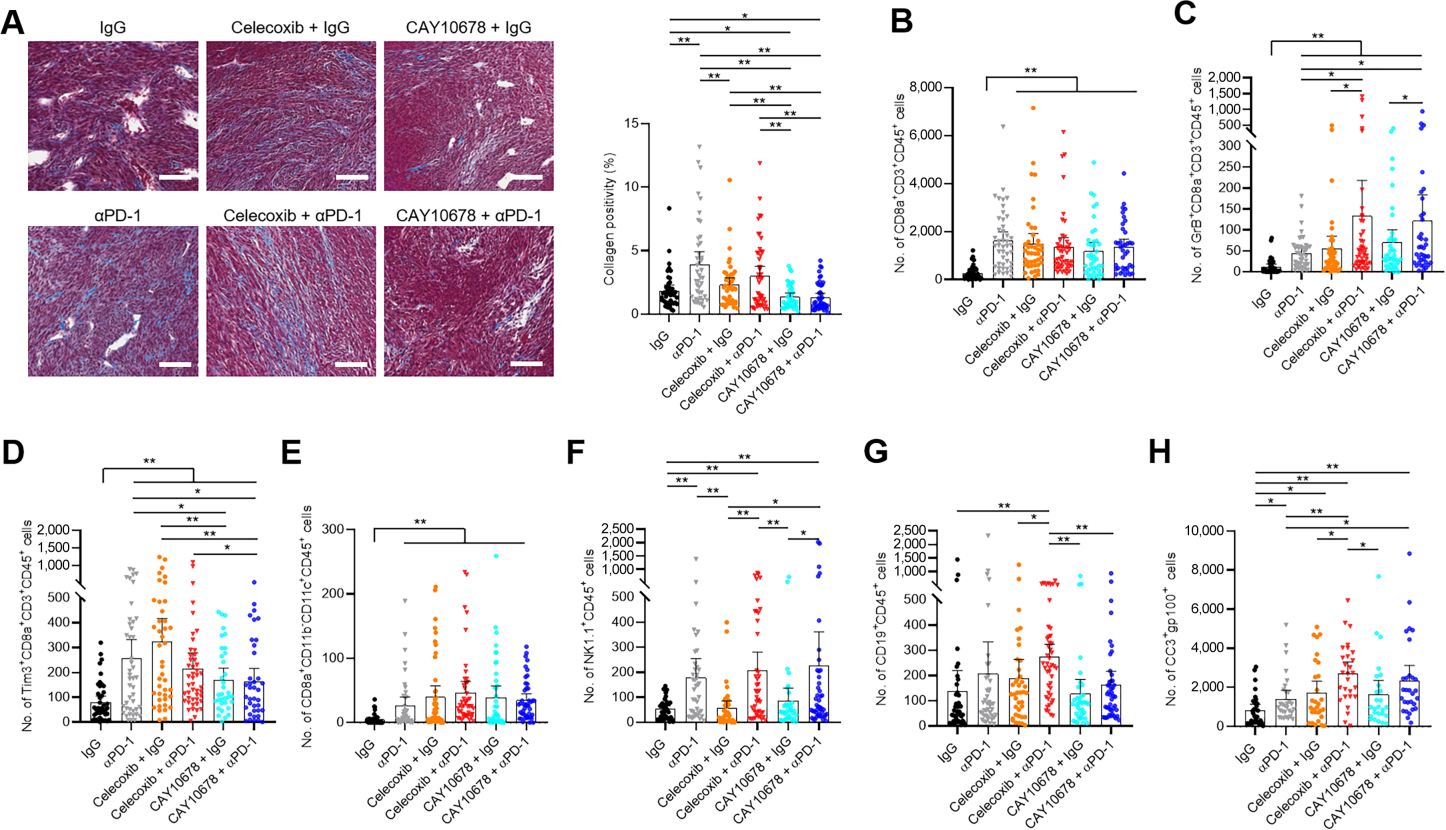
Collagen deposition and distribution of tumor-infiltrating immune cells in tumors treated with celecoxib or CAY10678 as monotherapy or combined with and PD-1 blockade. **A**, Left, Representative images of Masson's trichrome staining of tumors treated with IgG, αPD-1, celecoxib+IgG, CAY10678+IgG, celecoxib+αPD-1, and CAY10678+αPD-1. Scale bar = 100 μm. **A**, Right, Collagen positivity (%) was automatically calculated using Visiopharm software. **B–G,** Distribution of tumor-infiltrating immune cells was compared between tumors treated with IgG, αPD-1, celecoxib+IgG, CAY10678+IgG, celecoxib+αPD-1, and CAY10678+αPD-1. The number of tumor-infiltrating immune cells was automatically calculated using Visiopharm software. Shown are the numbers of tumor-infiltrating CD8a^+^ cytotoxic T cells (B), tumor-infiltrating GrB^+^ effector CD8a^+^ T cells (C), tumor-infiltrating Tim3^+^ exhausted CD8a^+^ T cells (D), tumor-infiltrating classic CD8a^+^ DCs (E), tumor-infiltrating NK1.1^+^ NK cells (F), and tumor-infiltrating CD19^+^ B cells (G). **H,** Number of cleaved caspase-3 (CC3)^+^ cells in gp100^+^ tumor cells. Two to five ROIs, depending on tumor size, were randomly selected from each tumor and used for further analyses. Graph values represent mean ± SD. Significance in difference between two groups was determined by Student *t* test. **, *P* < 0.01; *, *P* < 0.05.

## Discussion

The current study demonstrated that despite the common upstream/downstream enzymes responsible for the production of arachidonic acid metabolites, intrinsic mPGES-1 displays a specific function, distinct from that of COX-2, in modulating TIME in melanoma. Besides the recent intensive researches showing the roles of COX/PGE2 axis in evading tumor immunity (15–21), we, first time, uncovered the intriguing roles of mPGES-1 apart from mPGES-1/PGE2 axis. Genetic or pharmacologic inhibition of mPGES-1 was unique in that it could shift the TIME to favor cytotoxic CD8^+^ T-cell activation by excluding collagen production and Tim3^+^ exhausted phenotype. Accordingly, despite the inadequate inhibitory function of PGE2 synthesis, CAY10678 displayed noninferior therapeutic effects compared with celecoxib and was capable of boosting anti-PD-1 treatment without an increase of serious adverse events in a syngeneic mouse model.

Different arachidonic acid metabolite profiles induced by COX-2 and mPGES-1 inhibition have been proposed. Bergqvist and colleagues showed that compound III, a mPGES-1 inhibitor (same chemical structure with CAY10678), reduced PGE2 and increased PGF2α and TxB2 production while NS-398, a COX-2 inhibitor, blocked the production of them all (30). In addition, mPGES-1 inhibitor LY3023703, but not celecoxib, increased systemic PGI2 synthesis in humans (31). Similarly, genetic and pharmacologic inhibition of COX-2 and mPGES-1 conferred different metabolite profiles in our study. Inhibiting mPGES-1 may repartition PGH2 to the remaining prostaglandin synthases, resulting in increased PGD2, PGF2α, and PGI2 generation in a murine Braf^V600E^ melanoma model. Considering that each metabolite has a specific role in moderating tumor cells and neighboring immune cells (15–17, 32–36), it is likely that different profiles of prostaglandins released by tumor cells during genetic or pharmacologic depletion of COX-2 and mPGES-1 may lead to different phenotypes or functional properties of antitumor immune cells. In particular, PGD2 has been recognized as a tumor suppressor via the PGD2 receptor in colitis-associated colon cancer (33), and PGI2 is capable of recruiting CD4^+^ T cells in MHC class II–expressing murine lung cancer cells (34). Increased release of PGD2 and PGI2 by mPGES-1 inhibition may partially support the shift to favorable immune periphery in melanoma. In addition, previous studies have shown that each prostaglandin has positive or negative impact on collagen synthesis (37, 38). Therefore, it is of interest to determine whether the different balance of these prostaglandins is associated with the different collagen-related genes and collagen deposition.

Collagen is a predominant component of the extracellular matrix that may directly and indirectly influence the TIME to be advantageous for cancer development and progression. Collagen confers a physical barrier that makes it difficult for immune effectors to infiltrate the tumor microenvironment (39). In addition, recent studies have shown that collagen derives T-cell suppression through leukocyte-associated immunoglobulin-like receptor-1 (LAIR-1), an inhibitory collagen receptor expressed on immune cells (29, 40). David and colleagues discovered that collagen binds to LAIR-1 on T cells and activates the src homology region 2 domain–containing phosphatase 1 pathway, thereby inducing a T-cell exhaustion alternative to the PD-1 pathway in lung cancer (29). In our current study, we found that intrinsic mPGES-1 was associated with the expression of collagen-related genes, especially *col3a1*, *col4a1*, *col4a2*, and *col8a1*, and that genetic and pharmacologic depletion of mPGES-1 effectively decreased collagen deposition in the tumor microenvironment in a mouse model. TCGA-SKCM dataset corroborated the close correlation between mPGES-1 and these collagen mRNA levels. Moreover, frequencies of Tim3^+^ exhausted cytotoxic CD8a^+^ T cells were decreased by genetic depletion of mPGES-1 as well as by the treatment with an mPGES-1 inhibitor, suggesting collagen reduction by mPGES-1 inhibition may facilitate reinvigoration of exhausted T cells. The selection of ROIs at the same locations using serial sections for Masson's trichrome and mfIHC staining allowed us to assess how changes in collagen deposition affect T-cell exhaustion in this study (Supplementary Fig. S1B). In addition, the significant association between collagen and Tim3 gene expression (HAVCR2) in the dataset (Fig. 2E) also supports our suggestion. However, further investigation is warranted to clarify the mechanism by which mPGES-1 inhibition improves T-cell exhaustion and enhances anti-PD-1 therapy.

Building on previous research by our group and others (15, 25–27), we also accessed whether associations exist between DC, NK-cell, and B-cell infiltration into the tumor site and mPGES-1 and COX-2 expression in tumor cells. Compatible with findings from earlier studies (15, 25), genetic or pharmacologic depletion of COX-2 and mPGES-1 similarly enabled the recruitment of the classic CD8a^+^ DC subset, which is essential in initiating CD8^+^ T-cell priming and directing, into the tumor site by suppressing PGE2 production and provoking type I IFN-mediated chemokines; however, this subset was also trafficked by anti-PD-1 monotherapy, probably because of IFNγ produced by drug-activated T cells (41), and no synergistic effect of mPGES-1 and COX-2 inhibitors was observed. Although it has been noted that PGE2 was involved in suppressing NK-cell and B-cell activation and proliferation (21, 26, 27), neither the COX-2 nor mPGES-1 inhibitor was sufficient to recruit these cells to the tumor site in this study, indicating the insufficient stimulation of appropriate chemokines by these drugs. We did not examine the impact of the mPGES-1 inhibitor on the infiltration of immune-suppressive cell populations—including regulatory T cells, myeloid-derived suppressor cells, and tumor-associated macrophages—because our earlier study has already shown that genetic depletion of mPGES-1 did not suppress the number of tumor-infiltrating immune-suppressive cells (25).

The current study included several limitations. First, although we showed that genetic depletion of *ptges* and pharmacologic inhibition of mPGES-1 reduced collagen deposition and T-cell exhaustion, we did not prove the direct association between the decrease of collagen deposition and improvement of T-cell exhaustion. Investigation this association is of great importance to better understanding the specific roles of mPGES-1. Second, we evaluated only tumor cell–producing collagen deposition in TIME. Considering that collagen is also produced by peritumoral stroma, it is conceivable that genetic depletion of *ptges* or pharmacologic inhibition of mPGES-1 indirectly decrease collagen deposition by regulating the function of peritumoral stroma. Third, we suggested in this study that intrinsic mPGES-1 expression in melanoma was linked with several collagen genes by RNA-seq data analysis using a mouse melanoma cell line and the analysis of TCGA-SKCM dataset. However, the data of TCGA-SKCM dataset should be interpreted cautiously as human melanoma cells included not only tumor cells but also peritumor cells including stromal and immune cells, and these cells may contribute to the expression of collagen genes.

In conclusion, intrinsic mPGES-1 uniquely functions as an inducer of collagen deposition and a modulator of cytotoxic T-cell exhaustion; and specific pharmacologic inhibition of mPGES-1 may hold therapeutic promise as a safer alternative to COX-2 inhibitors for improving immune checkpoint–based therapies in melanoma. However, to date, no current mPGES-1 inhibitor has been approved for human use, with early candidates exhibiting unique noncardiac toxicities (31, 42). Therefore, further development of mPGES-1 inhibitors for human use is encouraged and is expected to broaden adjuvant treatment options for immunotherapy in melanoma.

## Supplementary Material

Supp Table S1 Supplementary Table 1 Click here for additional data file.

Supp Table S2 Supplementary Table 2 Click here for additional data file.

Supp Figure S1 Figure S1 shows the selection of ROIs in tumors Click here for additional data file.

Supp Figure S2 Figure S2 summarizes the calculation details of collagen positivity Click here for additional data file.

Supp Figure S3 Figure S3 shows mfIHC staining details Click here for additional data file.

Supp Figure S4 Figure S4 explains quantitative analysis of tumor-infiltrating immune cells Click here for additional data file.

Supp Figure S5 Figure S5 details the conditions of RNA sequencing analyses Click here for additional data file.

Supp Figure S6 Figure S6 shows the analysis of collagen mRNA levels in ptgs1-KO, ptgs2-KO, and ptges-KO cell lines in S6A to H; qRT-PCR results in S6I; and Venn diagram showing the common and significant collagen genes in S6J Click here for additional data file.

Supp Figure S7 Figure S7 shows the correlation between PTGES mRNA level and collagen-related genes in a cohort of patients with advanced melanoma Click here for additional data file.

Supp Figure S8 Figure S8 shows morphological differences between ptgs1-, ptgs2-, and ptges-KO murine BrafV600E melanoma cells by using phase-contrast microscopy Click here for additional data file.

Supp Figure S9 Figure S9 shows frequencies of tumor-infiltrating immune cells in tumors derived from ptgs2-KO and ptges-KO murine BrafV600E melanoma cells Click here for additional data file.

Suppl Figure S10 Figure S10 details the distribution of tumor-infiltrating immune cells in tumors derived from ptgs2-KO and ptges-KO murine BrafV600E melanoma cells Click here for additional data file.

Suppl Figure S11 Figure S11 shows the effect of CAY10678 on the production of arachidonic acid metabolites from murine BrafV600E melanoma cells Click here for additional data file.

Suppl Figure S12 Figure S12 shows the Frequencies of tumor-infiltrating immune cells in tumors treated with celecoxib or CAY10678 as monotherapy or combined with and PD-1 blockade Click here for additional data file.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Table S1 — Supplementary Table 1

Supplementary Table 1. Information of antibodies (Abs) and paired Opal-fluorophores used for mfiHC.

| Panel   | Staining<br>order | Ab                   | Dilution | Clone      | Catalog No. | Vendor            | Fluorophore      | Dilution |
|---------|-------------------|----------------------|----------|------------|-------------|-------------------|------------------|----------|
| Panel 1 | 1                 | CD3                  | 1:200    | Polyclonal | ab5690      | Abcam             | Opal Polaris 480 | 1:250    |
|         | 2                 | CD8a                 | 1:100    | 4sm15      | 14-0808-82  | eBioscience       | Opal 620         | 1:100    |
|         | 3                 | Tim3                 | 1:200    | D3M9R      | 83882s      | Cell Signaling    | Opal 690         | 1:100    |
|         | 4                 | Granzyme B           | 1:200    | Polyclonal | NB100-684   | Novus Biologicals | Opal 520         | 1:150    |
|         | 5                 | CD45                 | 1:500    | 30-F11     | 70-0451     | Tonbo Biosciences | Opal Polaris780  | 1:25     |
| Panel 2 | 1                 | CD8a                 | 1:100    | 4sm15      | 14-0808-82  | eBioscience       | Opal 620         | 1:100    |
|         | 2                 | CD11b                | 1:750    | Polyclonal | NB110-89474 | Novus Biologicals | Opal 570         | 1:100    |
|         | 3                 | CD11c                | 1:300    | D1V9Y      | 97585s      | Cell Signaling    | Opal 520         | 1:150    |
|         | 4                 | CD45                 | 1:500    | 30-F11     | 70-0451     | Tonbo Biosciences | Opal Polaris780  | 1:25     |
| Panel 3 | 1                 | NK1.1                | 1:500    | PK136      | NB100-77528 | Novus Biologicals | Opal Polaris480  | 1:250    |
|         | 2                 | CD19                 | 1:200    | Polyclonal | HS-439 003  | Synaptic Systems  | Opal 620         | 1:100    |
|         | 3                 | CD45                 | 1:500    | 30-F11     | 70-0451     | Tonbo Biosciences | Opal 570         | 1:100    |
|         | 4                 | Gp100                | 1:200    | EP4863(2)  | ab137078    | Abcam             | Opal 690         | 1:100    |
|         | 5                 | Cleaved<br>caspase 3 | 1:200    | 5A1E       | 9664s       | Cell Signaling    | Opal 520         | 1:100    |
| Panel 4 | 1                 | PD-1                 | 1:200    | D7D5M      | 84651       | Cell Signaling    | Opal 690         | 1:100    |
|         | 2                 | LAG3                 | 1:250    | Polyclonal | AF3328      | R&D Systems       | Opal 570         | 1:100    |
|         | 3                 | Tim3                 | 1:200    | D3M9R      | 83882s      | Cell Signaling    | Opal 520         | 1:150    |
|         | 4                 | CD8a                 | 1:100    | 4sm15      | 14-0808-82  | eBioscience       | Opal Polaris 480 | 1:250    |

|   |               |       |            |          |                   |                 |       |
|---|---------------|-------|------------|----------|-------------------|-----------------|-------|
| 5 | IFN- $\gamma$ | 1:500 | Polyclonal | BS-0480R | Bioss             | Opal 620        | 1:100 |
| 6 | CD45          | 1:500 | 30-F11     | 70-0451  | Tonbo Biosciences | Opal Polaris780 | 1:25  |

---

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Table S2 — Supplementary Table 2

Supplementary Table 2. Identification of immune and tumor cell lineage markers.

| Cell lineage                                                                             | Marker                                                                                    |
|------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------|
| Cytotoxic CD8a <sup>+</sup> T cell                                                       | CD45 <sup>+</sup> CD3 <sup>+</sup> CD8a <sup>+</sup>                                      |
| Granzyme B (GrB) <sup>+</sup> effector CD8a <sup>+</sup> T cell                          | CD45 <sup>+</sup> CD3 <sup>+</sup> CD8a <sup>+</sup> GrB <sup>+</sup>                     |
| IFN- $\gamma$ <sup>+</sup> effector CD8a <sup>+</sup> T cell                             | CD45 <sup>+</sup> CD8a <sup>+</sup> IFN- $\gamma$ <sup>+</sup>                            |
| IFN- $\gamma$ <sup>+</sup> Tim3 <sup>-</sup> effector CD8a <sup>+</sup> T cell           | CD45 <sup>+</sup> CD8a <sup>+</sup> IFN- $\gamma$ <sup>+</sup> Tim3 <sup>-</sup>          |
| Tim3 <sup>+</sup> exhausted CD8a <sup>+</sup> T cell                                     | CD45 <sup>+</sup> CD3 <sup>+</sup> CD8a <sup>+</sup> Tim3 <sup>+</sup>                    |
| Tim3 <sup>+</sup> PD-1 <sup>+</sup> LAG3 <sup>+</sup> exhausted CD8a <sup>+</sup> T cell | CD45 <sup>+</sup> CD8a <sup>+</sup> Tim3 <sup>+</sup> PD-1 <sup>+</sup> LAG3 <sup>+</sup> |
| CD8a <sup>+</sup> dendritic cell (DC)                                                    | CD45 <sup>+</sup> CD11b <sup>-</sup> CD11c <sup>+</sup> CD8a <sup>+</sup>                 |
| Natural killer (NK) cell                                                                 | CD45 <sup>+</sup> NK1.1 <sup>+</sup>                                                      |
| B cell                                                                                   | CD45 <sup>+</sup> CD19 <sup>+</sup>                                                       |
| Cleaved caspase3 (CC3) <sup>+</sup> tumor cell                                           | gp100 <sup>+</sup> CC3 <sup>+</sup>                                                       |

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S1 — Figure S1 shows the selection of ROIs in tumors

## Supplementary Figure S1.

**A**

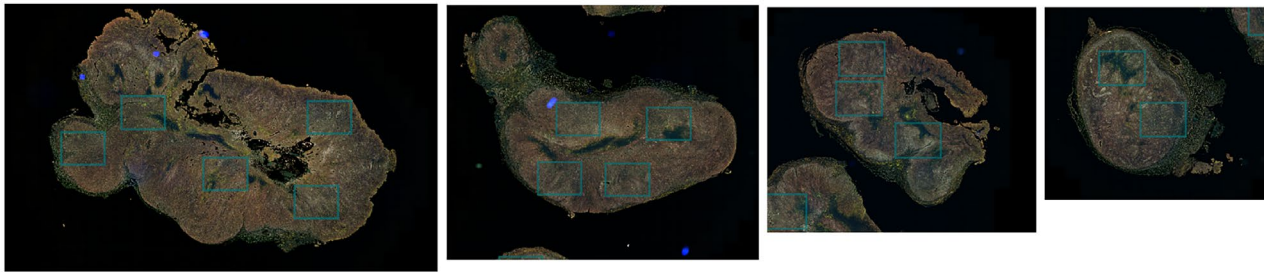

**B**

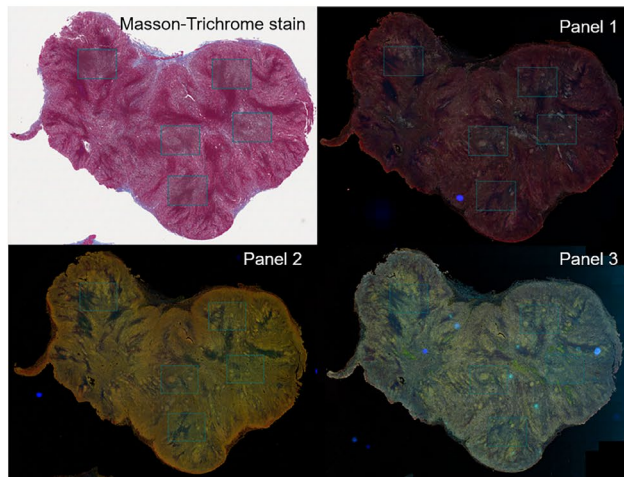

### Supplementary Figure S1. Selection of ROIs from tumors.

**A**, Representative images of ROIs (green rectangles) selected from tumors. The number of ROIs selected from each tumor was dependent on tumor size (2-5 ROIs). Each ROI is  $1.1 \times 1.5$  mm.

**B**, Representative images of ROI locations (green rectangles) for Masson's trichrome stained and mflHC stained slides in each tumor sample.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S2 — Figure S2 summarizes the calculation details of collagen positivity

### Supplementary Figure S2.

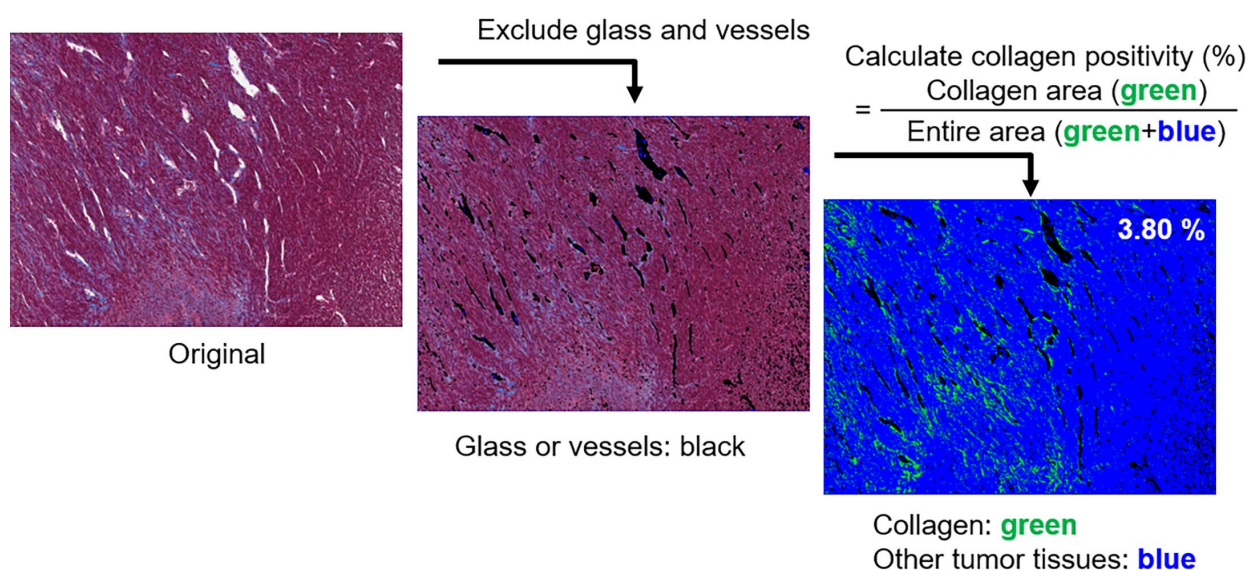

### Supplementary Figure S2. Calculation of collagen positivity.

Background glass area and vessel region were excluded from analysis for each ROI. Next, the collagen-positive area was automatically identified by Visiopharm. Collagen positivity was calculated by dividing collagen-positive area by the entire area.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S3 — Figure S3 shows mfIHC staining details

Supplementary Figure S3.

**A**

Panel 1

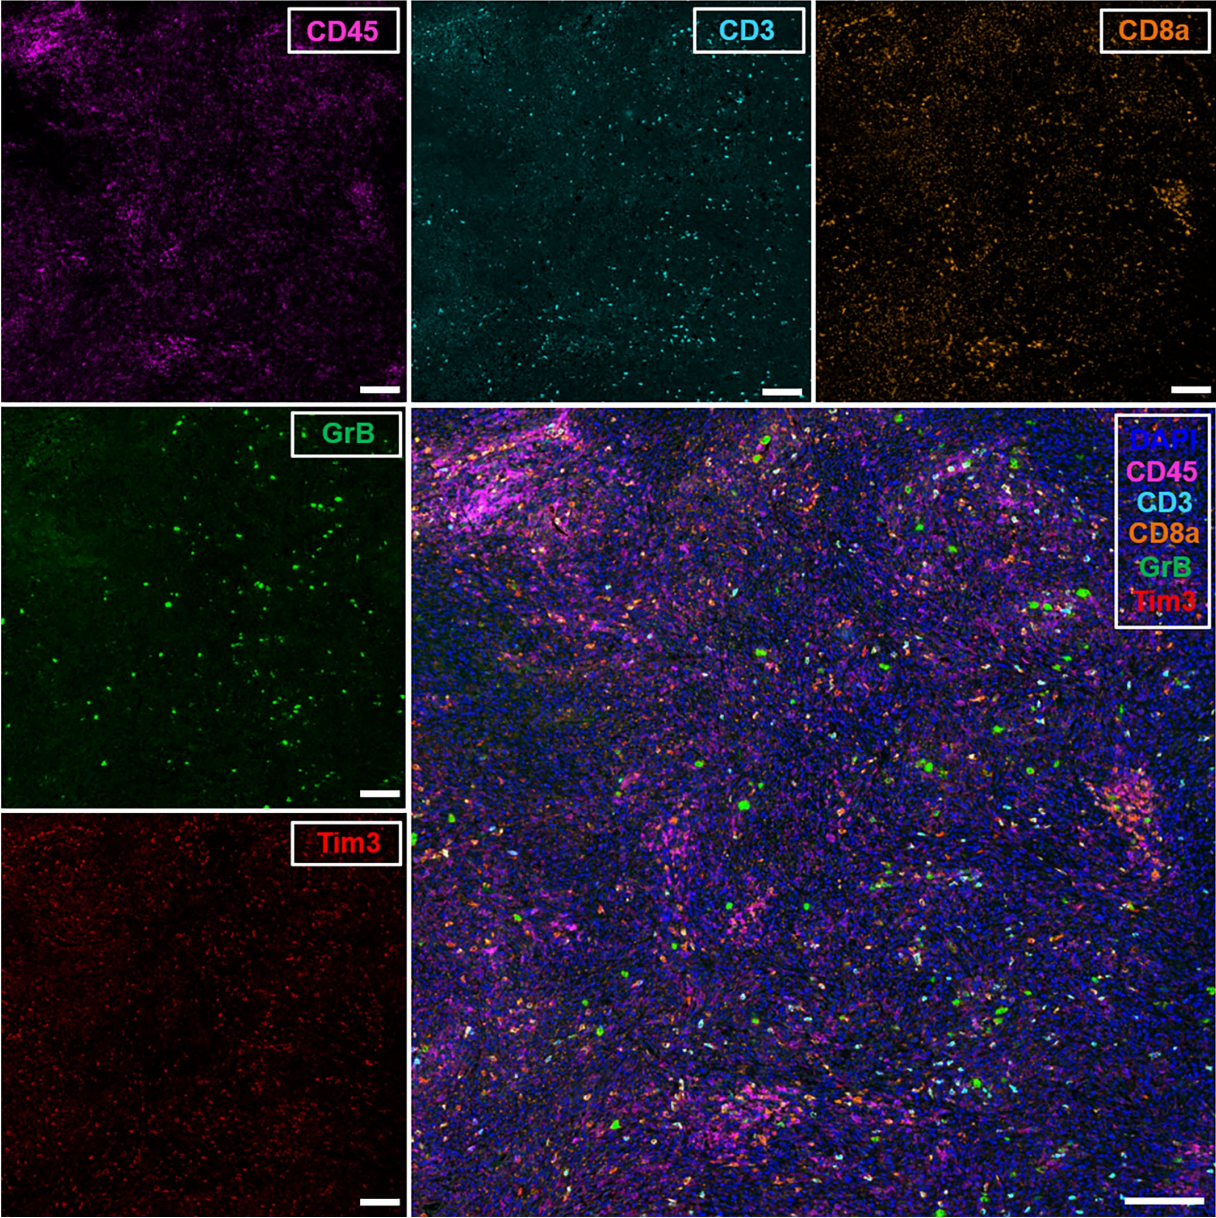

**B**  
Panel 2

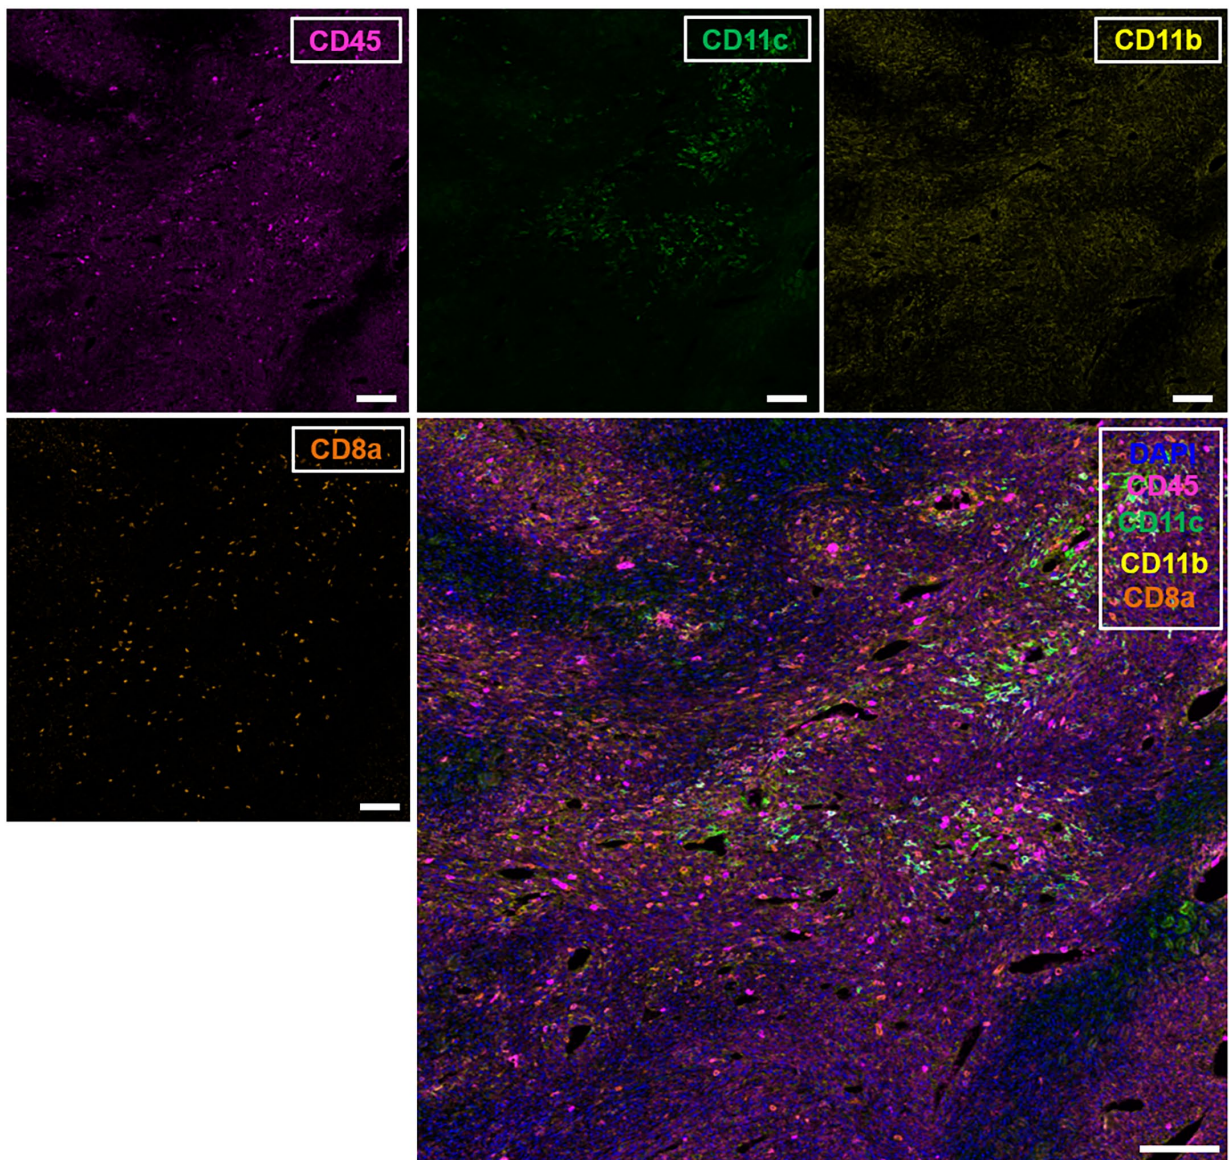

**C** Panel 3

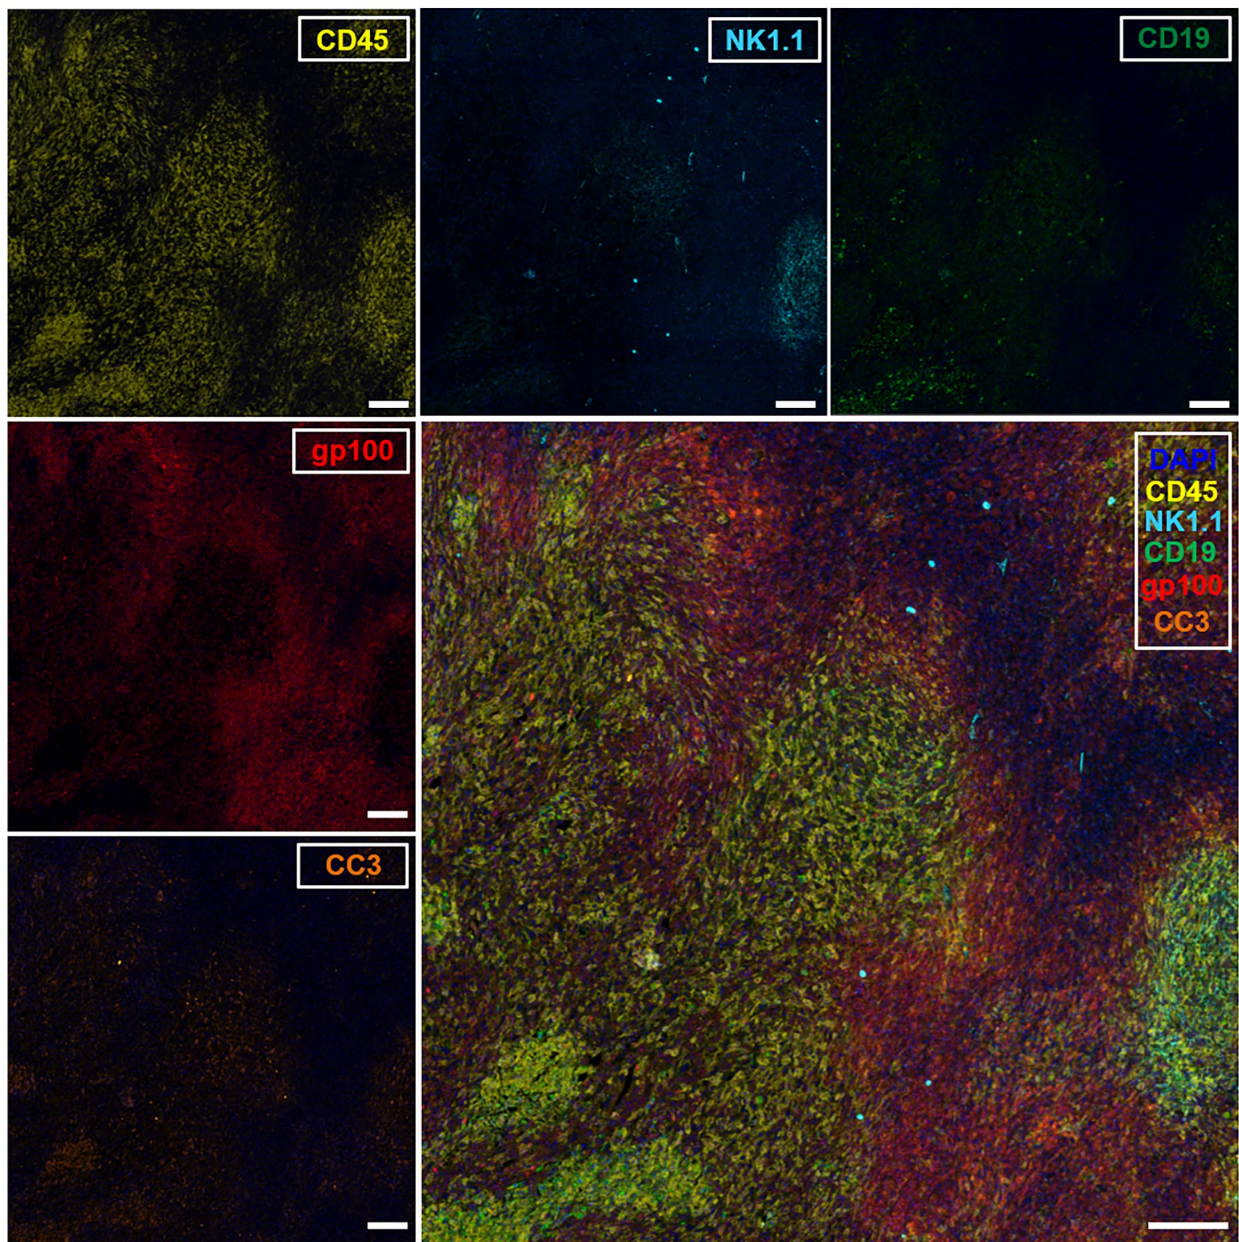

**D** Panel 4

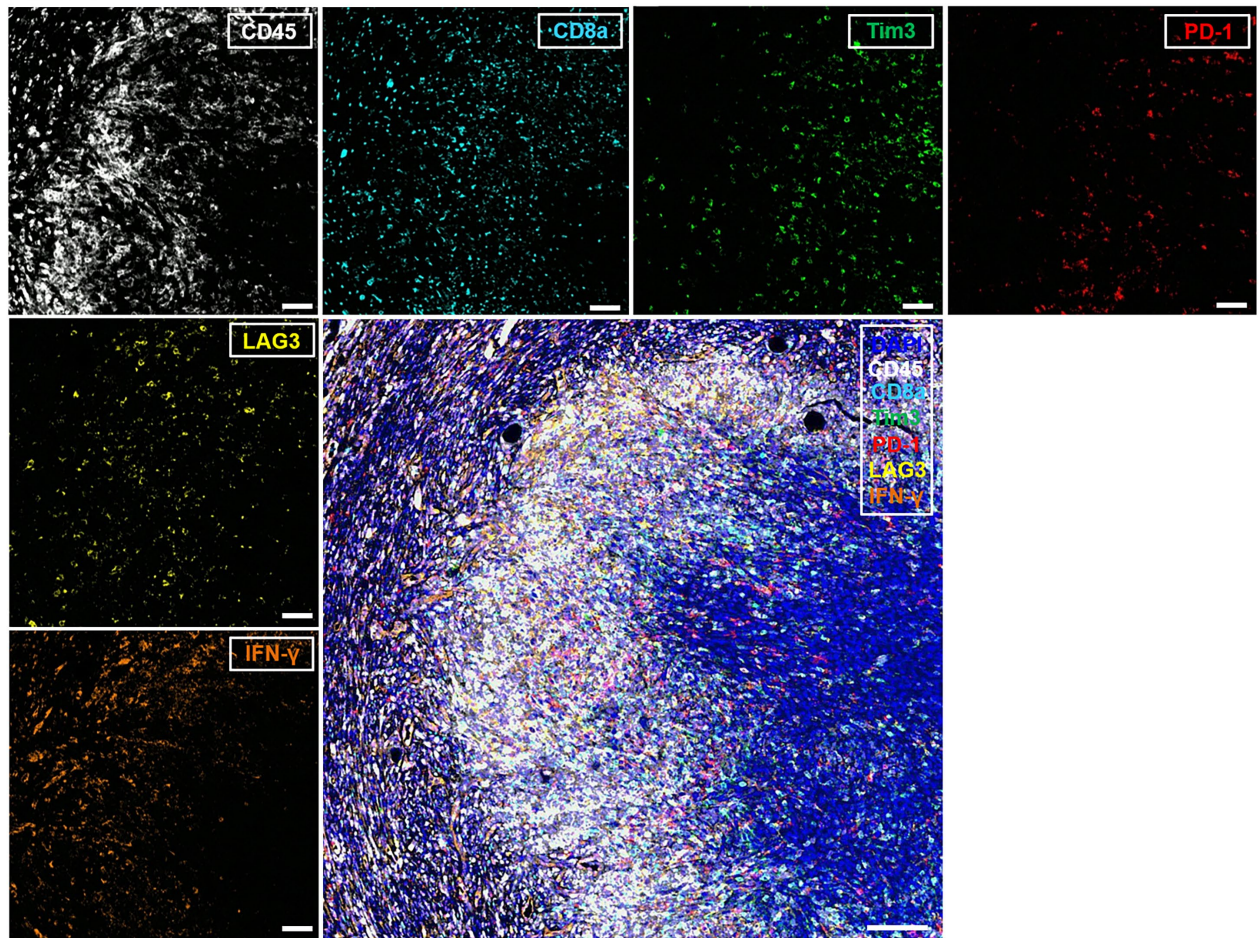

**Supplementary Figure S3. mFIHC staining for three panels.**

**A**, Representative images of multiplex fluorescent immunohistochemistry staining for CD45, CD3, CD8a, granzyme B (GrB), Tim3, and DAPI in Panel 1. Scale bar = 100µm. **B**, Representative images of multiplex fluorescent immunohistochemistry staining for CD45, CD11c, CD11b, CD8a, and DAPI in Panel 2. Scale bar = 100µm. **C**, Representative images of multiplex fluorescent immunohistochemistry staining for CD45, NK1.1, CD19, gp100, CC3, and DAPI in Panel 3. Scale bar = 100 µm. **D**, Representative images of multiplex fluorescent immunohistochemistry staining for CD45, CD8a, Tim3, PD-1, LAG3, IFN-γ, and DAPI in Panel 4. Scale bar = 100 µm.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S4 — Figure S4 explains quantitative analysis of tumor-infiltrating immune cells

## Supplementary Figure S4.

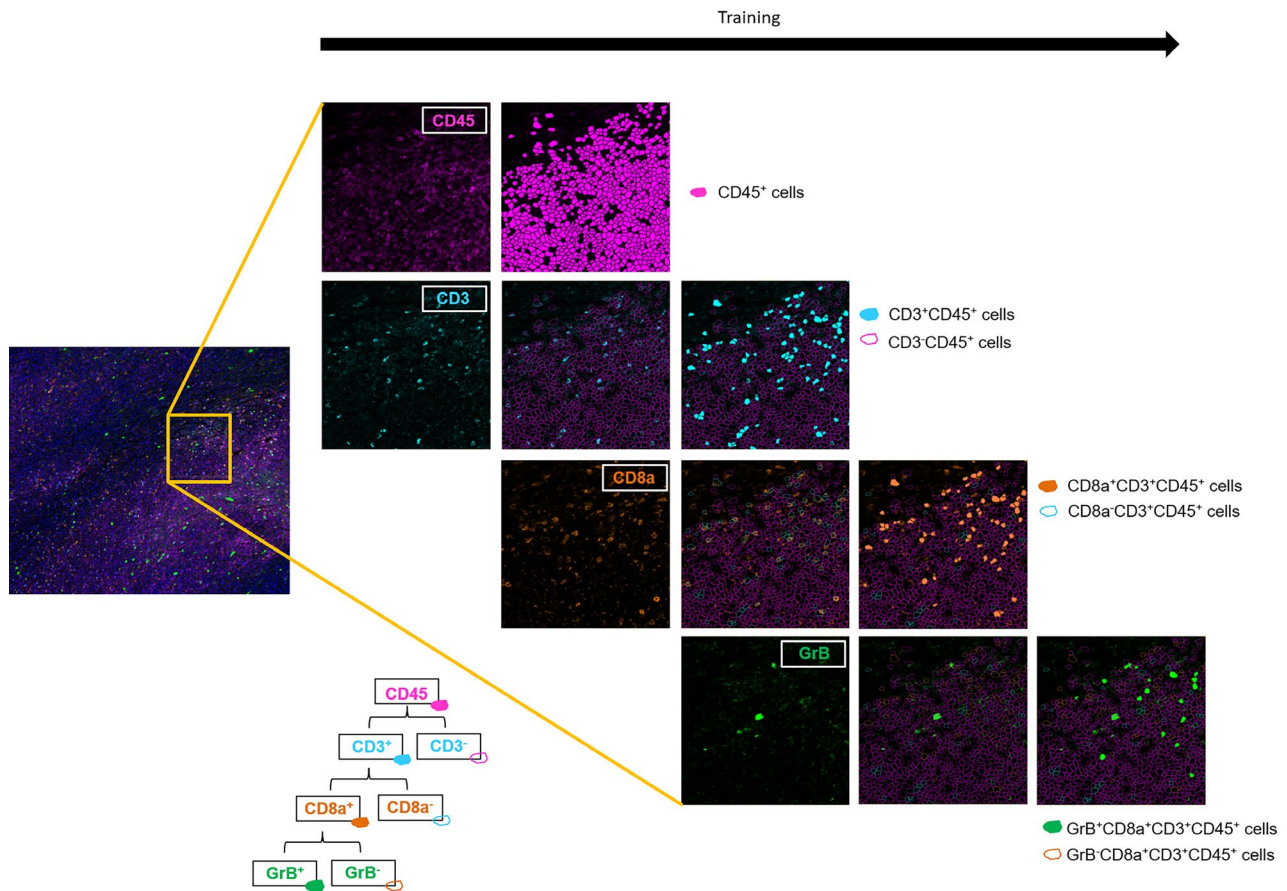

### Supplementary Figure S4. Quantitative analysis of tumor-infiltrating immune cells.

Representative images of multiplex fluorescent immunohistochemistry staining for CD45, CD3, CD8a, and GrB. The signal positivity threshold for each marker was manually optimized on a one-by-one basis, and the number of signal-positive or -negative cells was automatically counted in a step-by-step manner using Visiopharm.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S5 — Figure S5 details the conditions of RNA sequencing analyses

## Supplementary Figure S5.

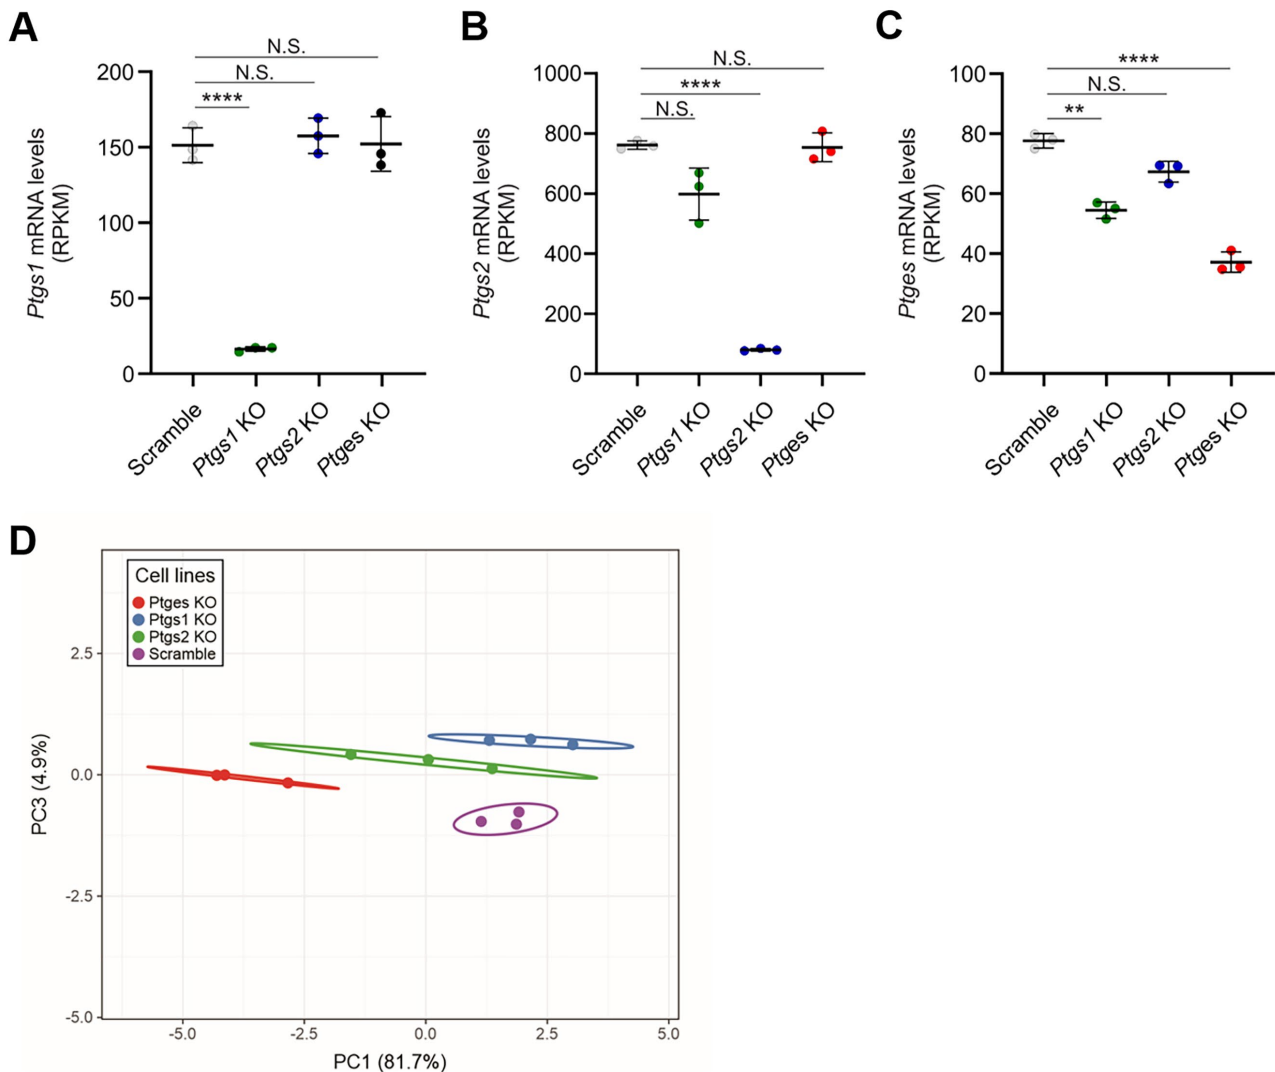

## Supplementary Figure S5. Conditions of RNA sequencing analyses.

**A-C**, *Ptgs1*, *ptgs2*, and *ptges* mRNA levels in three samples of scramble, *ptgs1*-KO, *ptgs2*-KO, and *ptges*-KO murine *Braf*<sup>V600E</sup> melanoma cells: *ptgs1* (A), *ptgs2* (B), *ptges* (C). Statistical differences between groups were compared using one-way ANOVA and Tukey's multiple comparisons test.

**D**, PCA plot comparing scramble and *ptgs1*-KO, *ptgs2*-KO, and *ptges*-KO murine *Braf*<sup>V600E</sup> melanoma cell lines that were analyzed by RNA-Seq. Only eight collagen genes with an average count greater than 10 in RNA-Seq analysis were included in the analysis. Shown are the principal components (PC) 1 and 3. Graph values represent mean  $\pm$  SD. \*\**p* < 0.01, \*\*\*\**p* < 0.0001. N.S., not statistically significant.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S6 — Figure S6 shows the analysis of collagen mRNA levels in ptgs1-KO, ptgs2-KO, and ptges-KO cell lines in S6A to H; qRT-PCR results in S6I; and Venn diagram showing the common and significant collagen genes in S6J

**Supplementary Figure S6.**

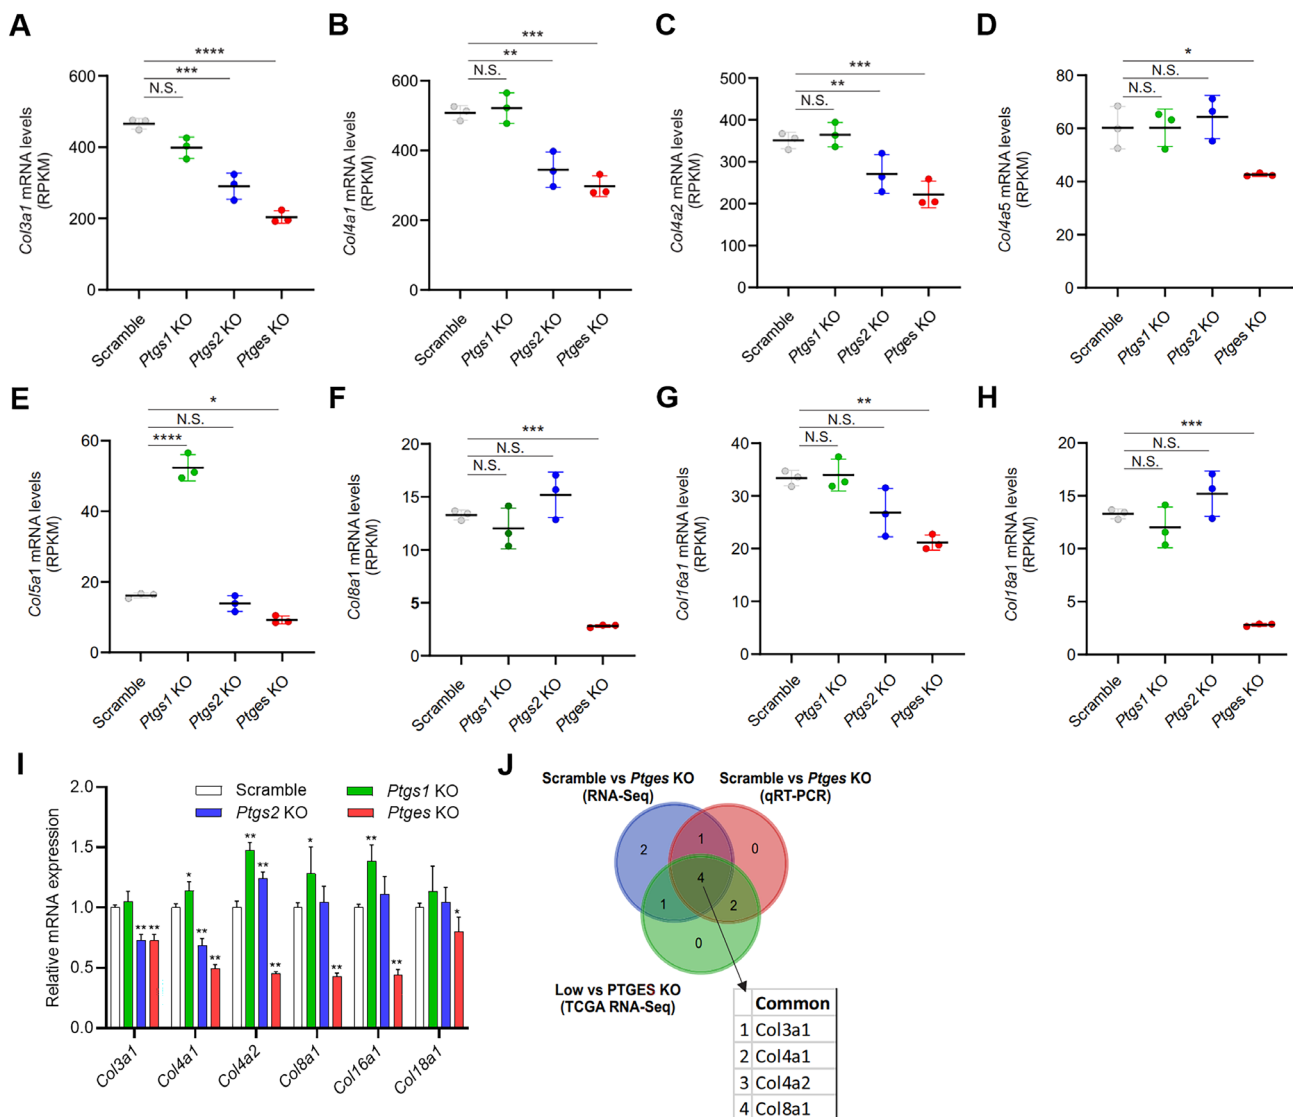

**Supplementary Figure S6. Analysis of collagen mRNA levels in *ptgs1*-KO, *ptgs2*-KO, and *ptges*-KO cell lines.**

**A-H**, The mRNA levels of eight collagen-related genes were compared between scramble and *ptgs1*-KO, *ptgs2*-KO, and *ptges*-KO cells: *col3a1* (A), *col4a1* (B), *col4a2* (C), *col4a5* (D), *col5a1* (E), *col8a1* (F), *col16a1* (G), and *col18a1* (H). **I**, qRT-PCR analyses for *col3a1*, *col4a1*, *col4a2*, *col8a1*, *col16a1*, and *col18a1* genes in scramble, *ptgs1*-KO, *ptgs2*-KO, and *ptges*-KO cells. Bar graphs show the fold-change relative to mRNA levels of scramble control for each gene (n = 4). **J**, Venn diagram showing the common and significant collagen genes in *ptges*-KO vs scramble cells (scramble vs *ptges*-KO in RNA-Seq and qRT-PCR) and TCGA-SKCM low-*PTGES* vs high-*PTGES* groups. Data represent the mean  $\pm$  SD. Statistical differences between groups were compared using One-way ANOVA and Tukey's multiple comparisons test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . N.S., not statistically significant.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S7 — Figure S7 shows the correlation between PTGES mRNA level and collagen-related genes in a cohort of patients with advanced melanoma

**Supplementary Figure S7.**

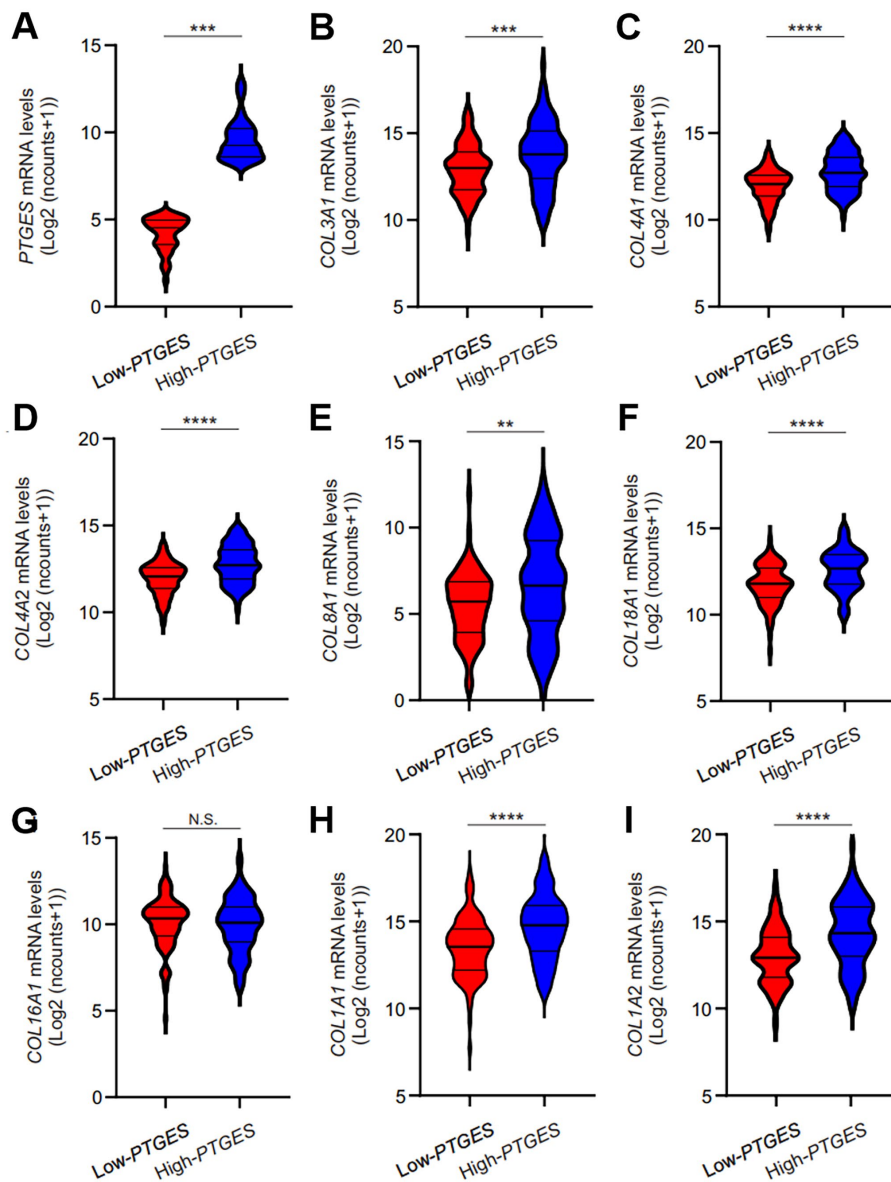

**Supplementary Figure S7. Correlation between *PTGES* mRNA level and collagen-related genes in a cohort of patients with advanced melanoma.**

**A**, *PTGES* mRNA levels in patients with high and low *PTGES*. **B-I**, Violin plots depicting the mRNA levels of 8 collagen-related genes in patients with high and low *PTGES*: *COL3A1* (B), *COL4A1* (C), *COL4A2* (D), *COL8A1* (E), *COL18A1* (F), *COL16A1* (G), *COL1A1* (H), and *COL1A2* (I). Stage III-IV melanoma patients extracted from the TCGA-SKCM dataset were divided into four quartiles, and patients with the highest *PTGES* mRNA levels (n=92) were compared with the lowest levels (n=92) to determine the levels of collagen-related genes. Statistical differences between groups were compared using Student's *t*-test. Data represent the mean  $\pm$  SD. \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . N.S., not statistically significant.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S8 — Figure S8 shows morphological differences between ptgs1-, ptgs2-, and ptges-KO murine BrafV600E melanoma cells by using phase-contrast microscopy

**Supplementary Figure S8.**

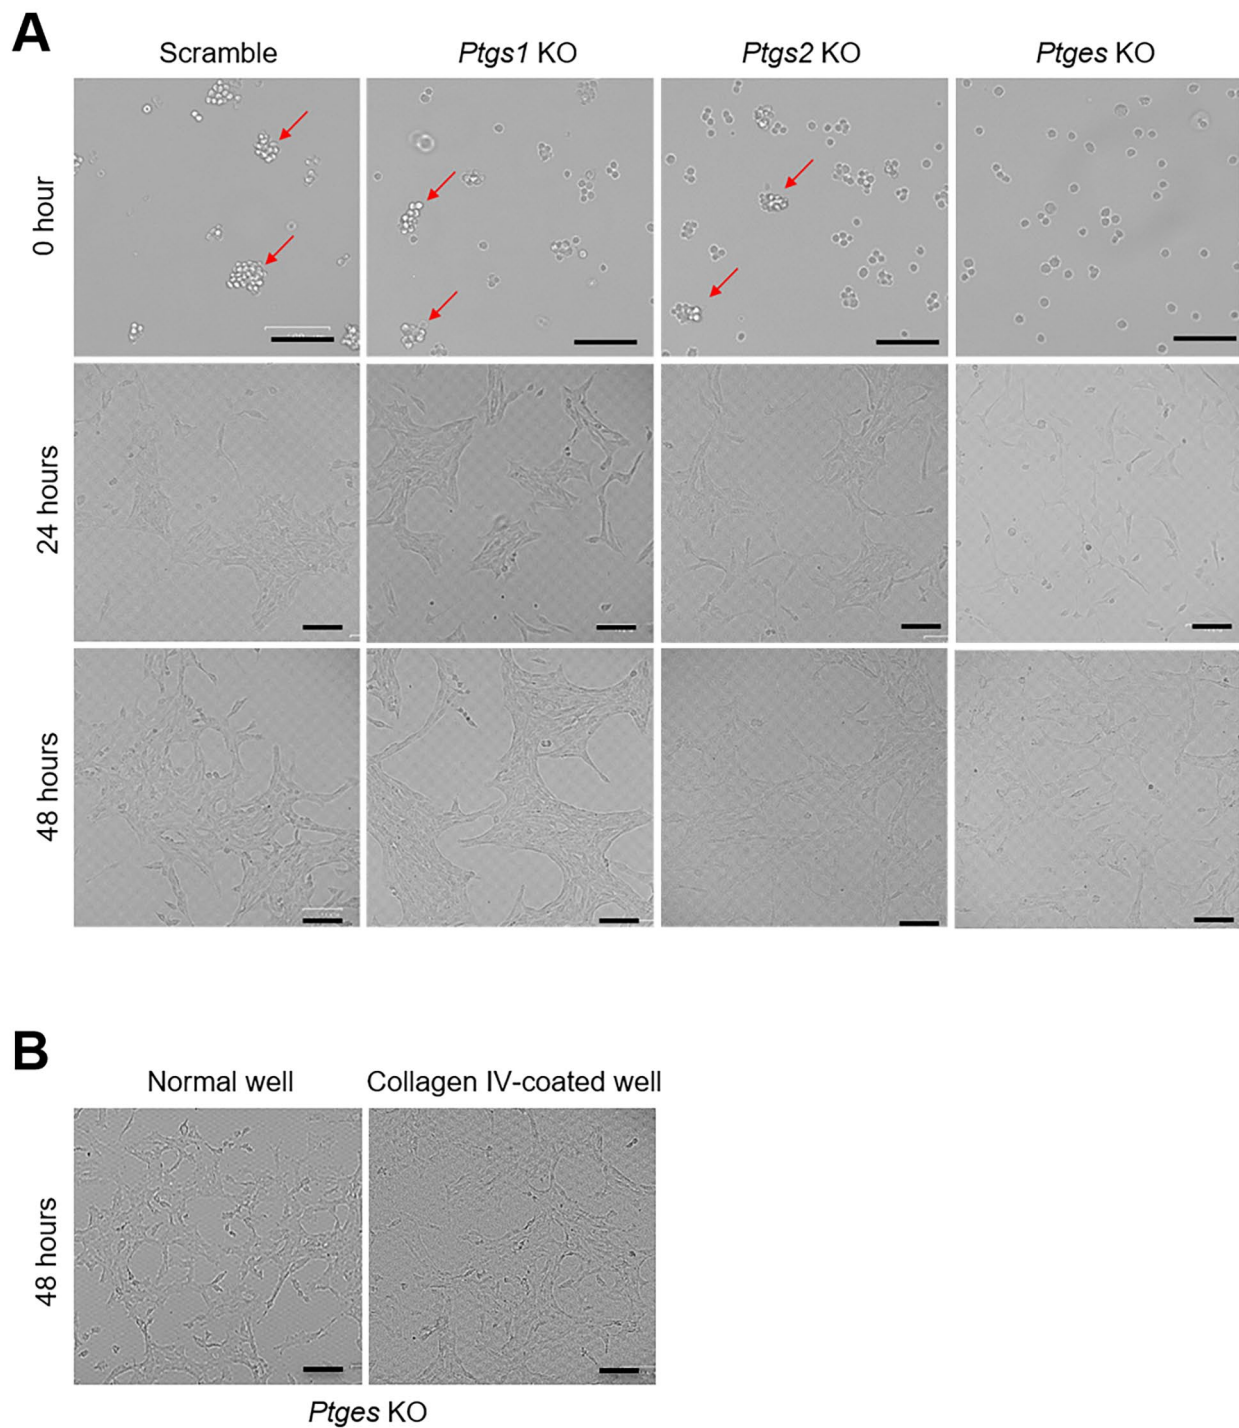

**Supplementary Figure S8. Morphological differences between *ptgs1*-, *ptgs2*-, and *ptges*-KO murine *Braf*<sup>V600E</sup> melanoma cells.**

**A**, Representative images of scramble, *ptgs1*-KO, *ptgs2*-KO, and *ptges*-KO cells after 0, 24, and 48 hours culture using phase-contrast microscopy. Red arrows indicate the aggregated cells. Scale bar = 100  $\mu$ m. **B**, Representative images of *ptges*-KO cells after 48 hours culture on normal well (left) and collagen IV-coated well (right) using phase-contrast microscopy. Scale bar = 100  $\mu$ m.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Supp Figure S9 — Figure S9 shows frequencies of tumor-infiltrating immune cells in tumors derived from ptgs2-KO and ptges-KO murine BrafV600E melanoma cells

Supplementary Figure S9.

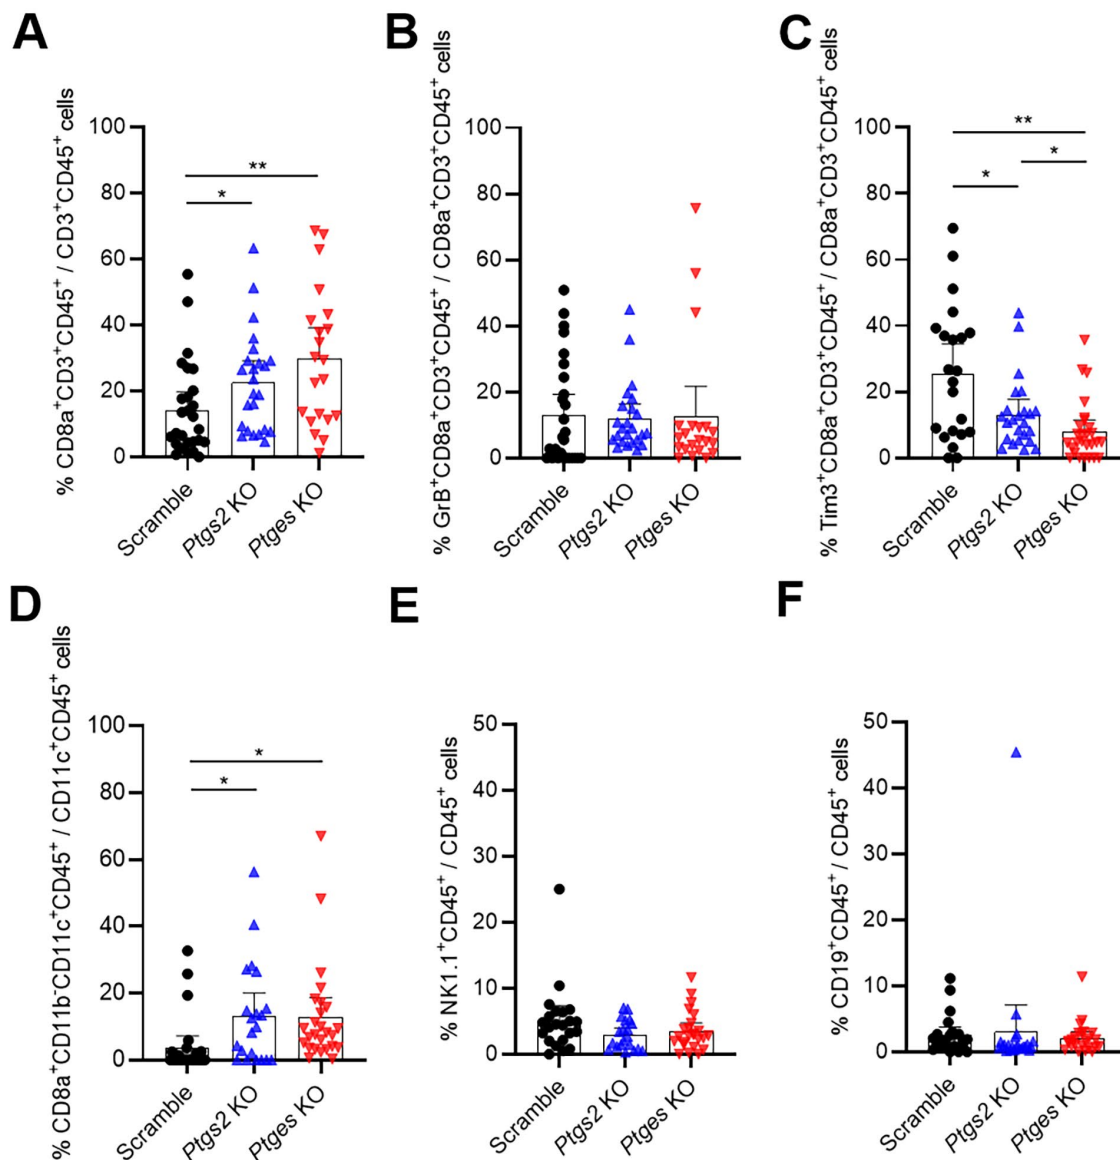

**Supplementary Figure S9. Frequencies of tumor-infiltrating immune cells in tumors derived from *ptgs2*-KO and *ptges*-KO murine *Braf*<sup>V600E</sup> melanoma cells.**

**A-F**, Frequencies of tumor-infiltrating immune cells were compared between tumors from scramble, *ptgs2*-KO, and *ptges*-KO cells. The number of tumor-infiltrating immune cells was automatically calculated using Visiopharm software. Shown are the percentage of CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells in total CD3<sup>+</sup>CD45<sup>+</sup> cells (A), the percentage of GrB<sup>+</sup>CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells in total CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells (B), the percentage of Tim3<sup>+</sup>CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells in total CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells (C), the percentage of CD8a<sup>+</sup>CD11b<sup>+</sup>CD11c<sup>+</sup>CD45<sup>+</sup> cells in total CD11c<sup>+</sup>CD45<sup>+</sup> cells (D), the percentage of NK1.1<sup>+</sup>CD45<sup>+</sup> cells in total CD45<sup>+</sup> cells (E), the percentage of CD19<sup>+</sup>CD45<sup>+</sup> cells in total CD45<sup>+</sup> cells (F). Graph values represent mean  $\pm$  SD. Significance in difference between two groups was determined by Student *t*-test. \**p* < 0.05, \*\**p* < 0.01.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Suppl Figure S10 — Figure S10 details the distribution of tumor-infiltrating immune cells in tumors derived from ptgs2-KO and ptges-KO murine BrafV600E melanoma cells

**Supplementary Figure S10.**

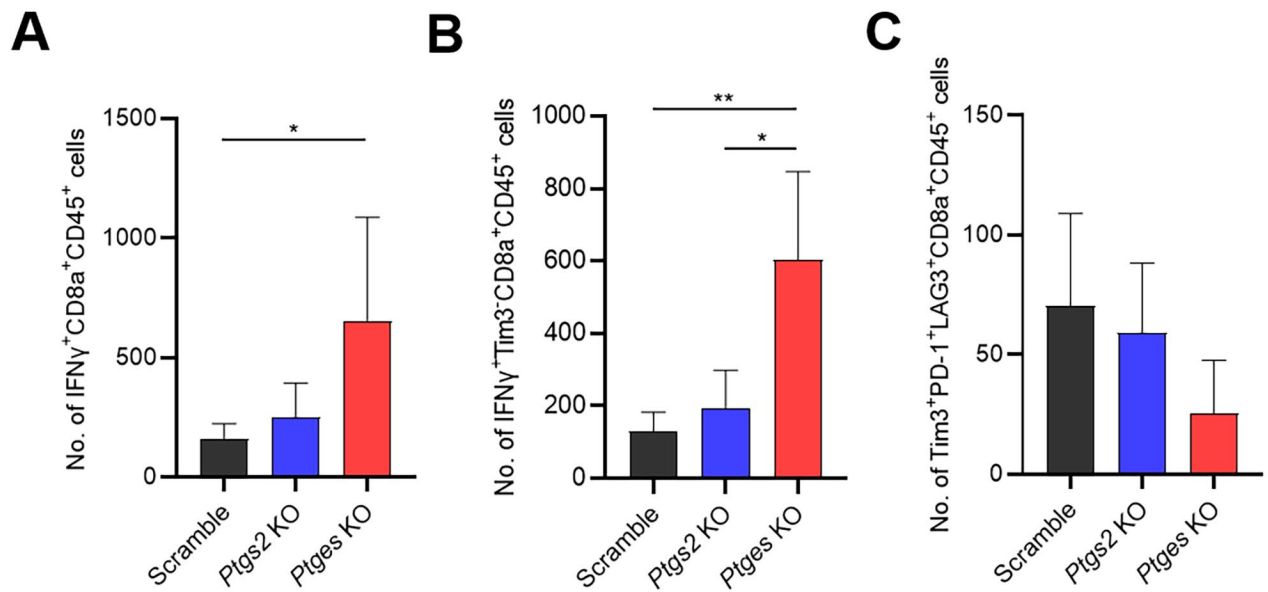

**Supplementary Figure S10. Distribution of tumor-infiltrating immune cells in tumors derived from *ptgs2*-KO and *ptges*-KO murine Braf<sup>V600E</sup> melanoma cells.**

**A-C**, Distribution of tumor-infiltrating immune cells was compared between tumors from scramble, *ptgs2*-KO, and *ptges*-KO cells. The number of tumor-infiltrating immune cells was automatically calculated using Visiopharm software. Shown are the numbers of tumor-infiltrating IFN- $\gamma$ <sup>+</sup> effector CD8a<sup>+</sup> T cells (A), tumor-infiltrating IFN- $\gamma$ <sup>+</sup>Tim3<sup>-</sup> effector CD8a<sup>+</sup> T cells (B), tumor-infiltrating Tim3<sup>+</sup>PD-1<sup>+</sup>LAG3<sup>+</sup> exhausted CD8a<sup>+</sup> T cells (C). Graph values represent mean  $\pm$  SD. Significance in difference between two groups was determined by Student *t*-test. \**p* < 0.05, \*\**p* < 0.01.

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Suppl Figure S11 — Figure S11 shows the effect of CAY10678 on the production of arachidonic acid metabolites from murine BrafV600E melanoma cells

**Supplementary Figure S11.**

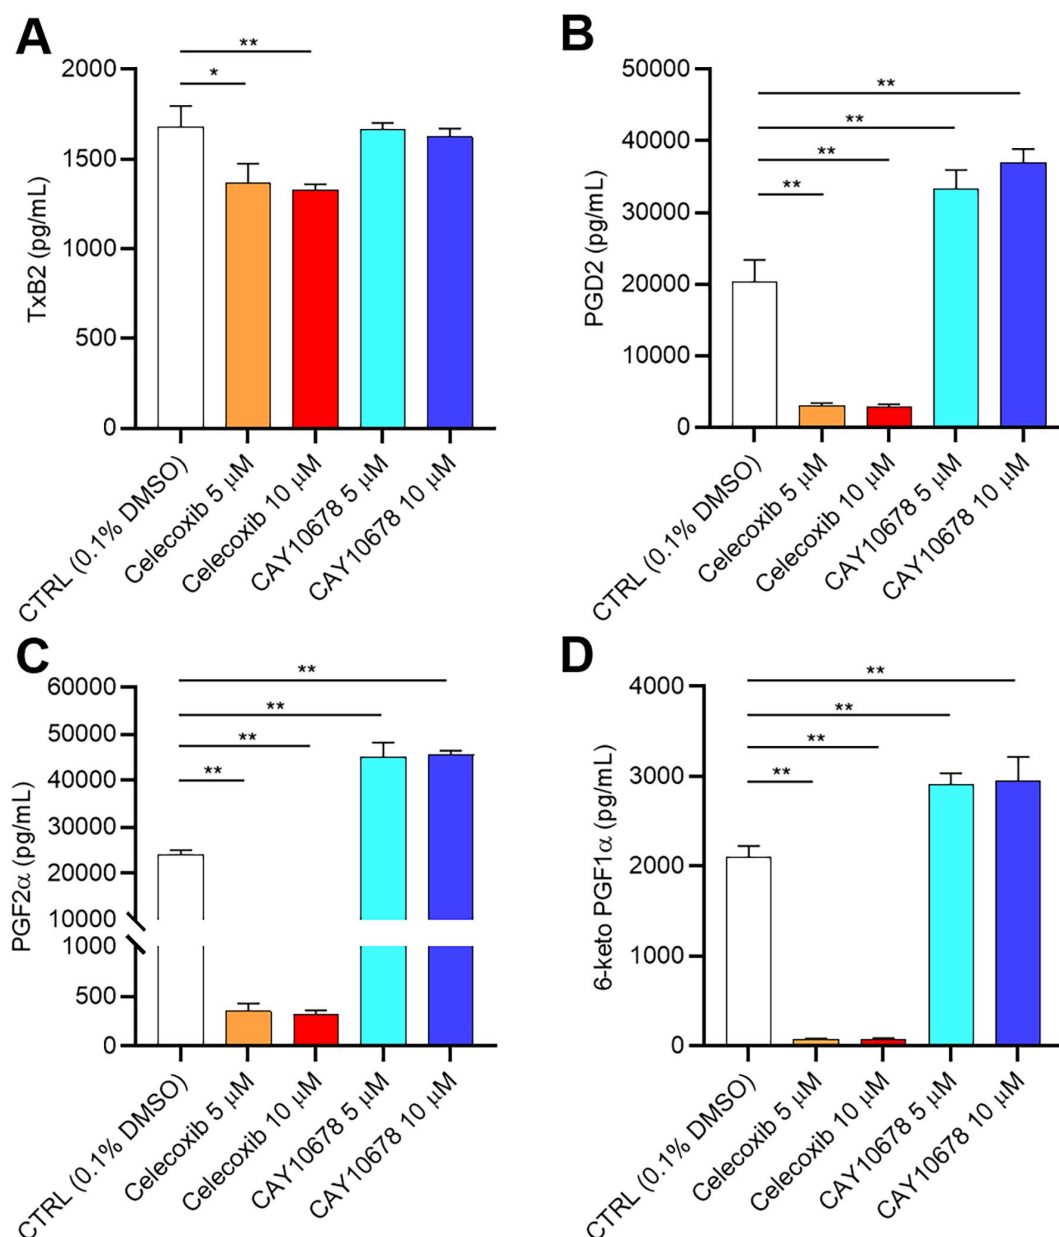

**Supplementary Figure S11. The influence of CAY10678 on the production of arachidonic acid metabolites from murine Braf<sup>V600E</sup> melanoma cells.**

**A-D**, Bar plot showing the concentration of arachidonic acid metabolites released in supernatants in murine Braf<sup>V600E</sup> melanoma cells treated with different concentrations (0, 5, and 10  $\mu$ M) of celecoxib and CAY10678. All prostanoids were measured by ELISA (n = 4): TxB2 (A), PGD2 (B), PGF2 $\alpha$  (C), and 6-keto PGF1 $\alpha$  (D). Graph values represent mean  $\pm$  SD. Statistical differences between groups were compared using Student's *t*-test. \*  $p < 0.05$ , \*\*  $p < 0.01$ .

# Supplementary material for: Inhibition of Microsomal Prostaglandin E2 Synthase Reduces Collagen Deposition in Melanoma Tumors and May Improve Immunotherapy Efficacy by Reducing T-cell Exhaustion
**Source:** Cancer Res Commun. 2023 Jul 31;3(7):1397–408. doi: 10.1158/2767-9764.CRC-23-0210
**Supplement:** Suppl Figure S12 — Figure S12 shows the Frequencies of tumor-infiltrating immune cells in tumors treated with celecoxib or CAY10678 as monotherapy or combined with and PD-1 blockade

**Supplementary Figure S12.**

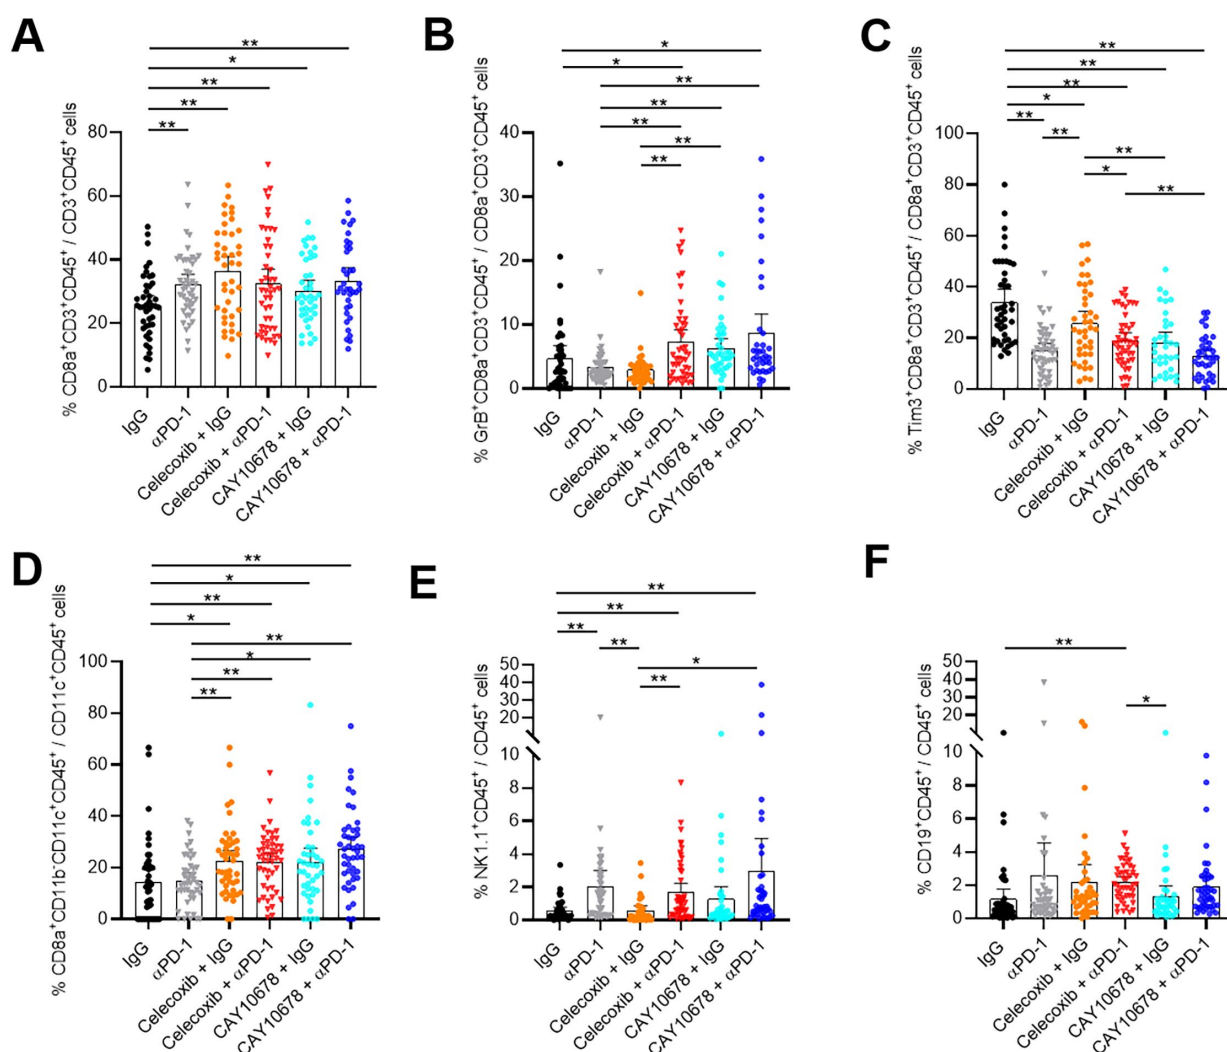

**Supplementary Figure S12. Frequencies of tumor-infiltrating immune cells in tumors treated with celecoxib or CAY10678 as monotherapy or combined with and PD-1 blockade.**

**A-F**, Frequencies of tumor-infiltrating immune cells were compared between tumors treated with IgG, αPD-1, celecoxib+IgG, CAY10678+IgG, celecoxib+αPD-1, and CAY10678+αPD-1. The number of tumor-infiltrating immune cells was automatically calculated using Visiopharm software. Shown are the percentage of CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells in total CD3<sup>+</sup>CD45<sup>+</sup> cells (A), the percentage of GrB<sup>+</sup>CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells in total CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells (B), the percentage of Tim3<sup>+</sup>CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells in total CD8a<sup>+</sup>CD3<sup>+</sup>CD45<sup>+</sup> cells (C), the percentage of CD8a<sup>+</sup>CD11b<sup>+</sup>CD11c<sup>+</sup>CD45<sup>+</sup> cells in total CD11c<sup>+</sup>CD45<sup>+</sup> cells (D), the percentage of NK1.1<sup>+</sup>CD45<sup>+</sup> cells in total CD45<sup>+</sup> cells (E), the percentage of CD19<sup>+</sup>CD45<sup>+</sup> cells in total CD45<sup>+</sup> cells (F). Graph values represent mean ± SD. Significance in difference between two groups was determined by Student *t*-test. \**p* < 0.05, \*\**p* < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

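RNA from murine Braf V600E melanoma cells was measured by RNA-seq in 12 samples, 3 of scramble control cells and 3 each of *ptgs1*-KO, *ptgs2*-KO, and *ptges*-KO cells. Samples were assigned to these 4 groups by their labels. The authors made the values from 101 bp paired-end reads and deposited them as RPKM to 2 decimals, and their alignment, counting, and normalization are included in the deposited values. The paper's methods call the same values normalized counts. The sums of the values were nearly equal between samples, from 878504 to 903881, so another scaling with a fixed total cannot be ruled out. Of 30705 gene names, 12082 were listed at 0 in all samples. No measured column was left out. qRT-PCR, protein, tumor, and patient data of the paper were not analysed here.

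The depth was estimated from the smallest common step of value times transcript length among genes with transcripts of at most 1500 bases in GENCODE M21, on 94 to 171 low values per sample. It was 13.3 to 17.1 M reads per sample. The step was least sharp in *ptgs1*-KO replicate 1, so its depth is the least certain. Whole read counts were not recovered for all genes, and intervals from counting error were therefore not computed. The 20 genes with the highest means held 21.4% to 29.7% of the summed values. All 76 ribosomal protein genes had values above 0 in all samples, and at most 0.514% of the genes tested had identical values in a pair of samples. Of the genes tested, 94.6% were matched to GENCODE M21, 853 of them through an older symbol, as were 100% of the collagen genes tested. Positions are given on GRCm38.

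The values were analyzed in R 4.3.3 with limma 3.58.1, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Genes with a mean of at least 1 RPKM over the 12 samples (11282 genes) were tested on log2(RPKM + 1), with a pseudocount of 1, by limma's lmFit and eBayes with a mean-variance trend, all 12 samples in the model. Each knockout was compared with scramble cells, and *ptges*-KO with *ptgs2*-KO cells. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. The target genes were also adjusted over their 9 comparisons, and the 8 collagen genes of the paper over those 8 alone. Collagen genes were tested as a set of 11 with limma's camera at an inter-gene correlation of 0.01. Exact permutation tests of the F statistic used all divisions of the 12 samples into 4 groups of 3. The PCA and the clustering used the 8 collagen genes of the paper, untransformed, centered and scaled, since the paper names ClustVis without its settings.

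Samples carry replicate numbers 1 to 3. Neither the labels nor the paper states that samples with the same number were handled together. Deviations from the group means correlated across genes with a mean r of 0.0123 in the 18 same-numbered pairs of samples from different lines and of -0.00456 in pairs with different numbers. The near-0 mean averages opposite signs, with 0.311 for the 3 same-numbered pairs of *ptgs2*-KO and *ptges*-KO samples (-0.149 for the others) and -0.234 for those of scramble and *ptges*-KO samples (0.118 for the others). A link between same-numbered samples is therefore not excluded. The samples were treated as independent in the main model, and the replicate number was added as a block as an alternative. For *ptges*-KO against *ptgs2*-KO cells the block raised the number of changed genes from 1873 to 2011 and lowered the adjusted p of *col16a1* from 0.0701 to 0.0300.

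Named genes were the 3 target genes, the 8 collagen genes, *col1a1*, and *col1a2*; for each knockout the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and no overlap between the 2 groups; and members of lists of collagens, collagen biosynthesis, prostanoid pathway, and cell-cell adhesion genes with an adjusted p under 0.05 in *ptges*-KO cells. Outside this rule, *col7a1* was named as a collagen gene with a mean between 1 and 10 RPKM, *ptgds*, *hpgds*, *ptgis*, *tbxas1*, *hpgd*, *ptger2*, and *ptger3* as members of the prostanoid list at or near 0, and *cbr1*, of the same list, after its values were seen.

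The alternatives were a pseudocount of 0.1, no filter on low values, a filter at a mean of 10, scaling by the median ratio, quantile normalization, the replicate block, only the 2 groups compared in the model, eBayes without trend, each replicate left out in turn, and the Tukey test of the paper on untransformed values. For the Tukey test, the p adjusted over the pairs of groups was counted as the adjusted p, without adjustment over genes. Removal of trends with transcript length and GC content by loess with a span of 0.3, the same with the replicate block, and removal of the 20 highest genes were added after the data were seen.

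The steps were tested on simulated data. Of 195 genes with a change put in, 94.9% were found, and 4.15% of the calls were false. All changes put in were at least 1 on the log2 scale, and the noise was drawn independently for each gene. In the data only 219 of the 2969 genes changed in *ptges*-KO cells reached that size. These rates therefore do not cover smaller changes or genes that vary together. A comparison without a change gave 0 calls. Recovered and true log2 fold changes correlated with r = 0.995 across genes. The simulated depth was recovered within 0.901%. A length and GC trend was put into the simulated *ptges*-KO samples. Its correlation with their difference from scramble samples across genes was 0.916 before removal and -0.0183 after it.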

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

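The tests of scaling and of mislabelling for *adm* and *col5a2*, all tests of genes switched between lines, and the comparison of collagen with *ptges* mRNA were chosen only after the results were seen. The gene list for the response to low oxygen, the limits of 0.2 and 5 RPKM for switched genes, and the limit of 1 on the log2 scale for opposite changes were set after some related values had been seen.

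*Adm*, which codes for adrenomedullin, moved in opposite directions in the knockout lines. Its level was 5.19 ± 0.495 RPKM (SD, n = 3) in scramble, 0.0667 ± 0.0577 RPKM (SD, n = 3) in *ptgs1*-KO, 0.137 ± 0.0404 RPKM (SD, n = 3) in *ptgs2*-KO, and 57.5 ± 5.92 RPKM (SD, n = 3) in *ptges*-KO cells. The log2 fold changes against scramble cells were -2.54, -2.44, and 3.24, and no knockout sample overlapped the scramble samples. The effect in *ptges*-KO cells exceeded that in *ptgs1*-KO cells by 5.77 (adjusted p = 1.9e-12 from limma) and that in *ptgs2*-KO cells by 5.68 (adjusted p = 2.4e-12 from limma). *Col5a2* differed between *ptgs2*-KO and *ptgs1*-KO cells by 4.87 (adjusted p = 1.5e-11 from limma), with log2 fold changes of 2.75 and -2.12. It was also higher in *ptges*-KO than in scramble cells, by 0.93 in 3 of 3 samples (adjusted p = 9.6e-05 from limma), although the other collagen genes above 10 RPKM were lower there. The paper does not report on *adm* or *col5a2*. Across the median ratio and quantile scalings, the smallest of the 3 differences was 4.73, and after removal of length and GC trends it was 4.89. Scaling factors by the median ratio, from 0.947 to 1.07, are far too small to produce or remove a difference of this size, so the outcome under other scalings was fixed in advance and shows no stability. Removal of the trends did act on other genes. The number of changed genes rose from 1045 to 2082 in *ptgs1*-KO cells and from 2969 to 4171 in *ptges*-KO cells. The smallest of the 3 differences, however, moved only from 4.87 to 4.89. Since the removal hardly acted on it, a trend with length or GC content as the source of these opposite changes was not tested. In 9 of 9 knockout samples the target gene was below its level in all samples of the other lines, which speaks against exchanged samples. A candidate explanation for *adm* is a response to low oxygen, but a list of 40 genes of that response did not follow *adm* in all 3 lines, since the largest camera p was 0.328, in *ptgs2*-KO cells. The list was higher in *ptges*-KO cells (camera p of 8.6e-16, 27 of 40 genes higher) and lower in *ptgs1*-KO cells (camera p of 1.4e-12, 19 of 40 lower). With the inter-gene correlation estimated from the data these p values were 0.0287 and 0.0471. A difference in culture density or handling between lines was not tested. The paper describes the samples as 3 subclones of each line. Since it does not say whether the subclones of a line stem from separate knockout events, the effect of the knockout and a difference that existed between the lines cannot be told apart for *adm* and *col5a2*. The same limit holds for the other collagen genes and for the numbers of changed genes.

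The collagen genes tested as a set of 11 were lower in *ptges*-KO than in *ptgs2*-KO cells (limma camera p of 2.3e-10, median log2 fold change -0.58), a direct comparison that the paper does not report. For *col5a2* and *col7a1* the difference came with rises in *ptgs2*-KO cells, by 2.75 and 1.91 against scramble cells. Against scramble cells the set was lower in *ptges*-KO cells, with a camera p of 2.2e-06, and no shift was detected in *ptgs1*-KO cells, with 0.599, or *ptgs2*-KO cells, with 0.861. After adjustment over the 4 comparisons the values were 9.2e-10, 4.4e-06, 0.799, and 0.861. In *ptges*-KO cells 9 of the 11 genes were lower and 1 was higher at an adjusted p under 0.05 over all genes. With the replicate number as a block, the 2 comparisons with *ptges*-KO cells gave 3.1e-10 and 1.6e-06. The largest p of these 2 comparisons was 1.4e-06 under other scalings, 1.8e-05 after removal of length and GC trends, and 1.7e-05 without the 20 highest genes. It was largest without a filter on low values at the fixed correlation, with 0.00239 against scramble and 3.5e-04 against *ptgs2*-KO cells. With the inter-gene correlation estimated from the data, the comparison with *ptgs2*-KO cells gave a camera p of 0.0427 and that with scramble cells 0.110. These 2 values were not adjusted over the 4 comparisons. Both shifts, and most clearly that against scramble cells, therefore rest on the assumption that collagen genes vary nearly independently. Among the 4 divisions of the 6 samples that part all same-numbered pairs, only 1, the real one, gave as small a p for *ptges*-KO against scramble, and 1 of 4 for *ptges*-KO against *ptgs2*-KO cells. For *ptgs1*-KO cells it was 2 of 4 and for *ptgs2*-KO cells 4 of 4. The other 6 of the 10 possible divisions part only 1 same-numbered pair. With so few divisions, a chance division of the samples cannot be ruled out by this count. The idea that collagen mRNA follows *ptges* mRNA was tested in *ptgs1*-KO cells, where *ptges* was also lower. There 0 of the 8 collagen genes were lower at an adjusted p under 0.05 (1 at an unadjusted p under 0.05), although the fall of *ptges* was smaller there. A list of 26 other basement membrane and matrix genes was lower in *ptges*-KO than in scramble cells (camera p of 0.0149, and 0.0114 with the replicate block), which may mean that the fall is not limited to collagen. The same list was also lower in *ptgs2*-KO cells (0.0204) and higher in *ptgs1*-KO cells (0.0133), and with the estimated inter-gene correlation the *ptges*-KO value was 0.516.

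Some genes outside those the paper discusses were near 0 in all scramble samples, under 0.2 RPKM, and above 5 RPKM in all samples of a knockout line. There was 1 such gene in *ptgs1*-KO cells, *nme4*, and there were 3 in *ptges*-KO cells, *fbln1*, *itm2a*, and *nme4*. *Fbln1* was 0.137 ± 0.0321 RPKM (SD, n = 3) in scramble and 16.9 ± 1.79 RPKM (SD, n = 3) in *ptges*-KO cells. *Itm2a* rose from 0.100 ± 0.0954 RPKM (SD, n = 3) to 8.59 ± 0.765 RPKM (SD, n = 3). *Nme4* was listed at 0 in all scramble and *ptgs2*-KO samples, at 5.51 ± 0.409 RPKM (SD, n = 3) in *ptgs1*-KO, and at 8.74 ± 1.29 RPKM (SD, n = 3) in *ptges*-KO cells. A count over pairs of samples (median 11 genes in pairs of the same line and 20.5 in pairs of different lines) includes the genes chosen for this pattern and is no test of it. Sampling of few reads was therefore tested with the choice of genes repeated in all 15400 divisions of the 12 samples into 4 groups of 3. The real lines had 17 genes near 0 in all samples of a line and above 5 RPKM in all samples of another, whereas the other divisions had at most 12 (median 1). This exact permutation test gave p = 6.5e-05, the smallest it can give, so few reads alone do not account for the genes. Of 9 genes switched on or off between scramble and a knockout line, 1, *nme4*, was shared by more than 1 line, and the other 8 met the limits in 1 line only. These counts depend on the limits. *Nefm*, counted for *ptges*-KO cells only, was 0.227 ± 0.0252 RPKM (SD, n = 3) in *ptgs2*-KO cells, a log2 fold change of -2.63, and 2 of the 8 genes changed in the same direction in another line at an adjusted p under 0.05. With the limit for near 0 at 0.5 RPKM, 3 of 17 genes were shared, and at 1 RPKM 5 of 23. A candidate explanation is a state inherited from the cells that founded each line, which the 8 genes cannot separate from an effect of that line's own knockout.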

How the results depend on the processing

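The main settings and the alternatives were chosen before the data were examined, apart from the removal of length and GC trends, the same with the replicate block, the removal of the 20 highest genes, and, for the clustering, the count of branches and log2 values with Euclidean distance, as well as the other limits for genes near 0, which were chosen after the data were seen.

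The fall of each target gene in its own knockout and of all 8 collagen genes in *ptges*-KO cells kept its direction and an adjusted p under 0.05 under all 19 settings, the main one included. The log2 fold changes ranged from -3.24 to -3.09 for *ptgs1*, from -3.30 to -3.21 for *ptgs2*, from -1.12 to -0.96 for *ptges*, from -2.24 to -1.59 for *col18a1*, and from -0.58 to -0.34 for *col4a5*.

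The difference of *ptgs2* in *ptgs1*-KO cells lost an adjusted p under 0.05 without a filter on low values, with only the 2 groups compared, and without the trend, at an unchanged log2 fold change of -0.36. With 1 replicate left out at a time, the log2 fold change ranged from -0.44 to -0.24. The 5 fits among these with an adjusted p of 0.05 or more ranged from -0.39 to -0.24. The difference of *ptges* in *ptgs2*-KO cells reached an adjusted p under 0.05 with the median ratio (-0.21), quantile normalization (-0.25), removal of length and GC trends (-0.18, with or without the replicate block), and the Tukey test (-0.21). Over the alternatives its adjusted p ranged from 0.00883 to 0.283, and that of *ptgs2* in *ptgs1*-KO cells from 0.00145 to 0.118. Log2 fold changes near 0 changed sign. For *ptgs1* in *ptges*-KO cells they were -0.017 with quantile normalization, -0.0035 after removal of length and GC trends with or without the block, -0.064 without the 20 highest genes, and -0.090 to 0.070 with 1 replicate left out. For *ptgs2* in *ptges*-KO cells they were 0.027 with the median ratio and -0.066 to 0.021 with 1 replicate left out. The cause was not tested.

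The number of changed genes fell most with a limit of 1 on the absolute log2 fold change, which left 140 genes in *ptgs1*-KO, 111 in *ptgs2*-KO, and 219 in *ptges*-KO cells, and 195 between *ptges*-KO and *ptgs2*-KO cells. In *ptgs1*-KO cells the number was 582 with a filter at a mean of 10 and 1570 with quantile normalization. In *ptgs2*-KO cells it was 1961 with the median ratio. It rose most after removal of length and GC trends, to 2082 genes in *ptgs1*-KO, 2528 in *ptgs2*-KO, and 4171 in *ptges*-KO cells, and to 2860 between *ptges*-KO and *ptgs2*-KO cells. This rise was larger than the fall with the limit on the log2 fold change in *ptgs1*-KO and *ptgs2*-KO cells. With the replicate block added, the numbers were 2009, 2469, 4129, and 2762. With 1 replicate left out, the numbers were 645 to 1008 in *ptgs1*-KO, 722 to 885 in *ptgs2*-KO, and 1936 to 2746 in *ptges*-KO cells, and 1104 to 2236 between *ptges*-KO and *ptgs2*-KO cells. The share of changed genes that were higher moved as well. For *ptges*-KO against scramble it was 45.2%, fell to 30.9% without the 20 highest genes, and rose to 54.5% with the median ratio, 53.8% with quantile normalization, and 54.9% after removal of length and GC trends (55.1% with the replicate block). For *ptges*-KO against *ptgs2*-KO it was 40.7%, 28.2% without the 20 highest genes, and 51.6% with the median ratio. The balance of higher and lower genes is therefore not settled by these data. No scaling moved the median log2 fold change of a comparison by more than 0.1, and the largest shift was to -0.09, in *ptges*-KO cells without the 20 highest genes. The cause was not tested.

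Of the 8 collagen genes, 4 instead of 2 were lower in *ptgs2*-KO cells with the median ratio, quantile normalization, or the replicate block, and 2 to 4 with 1 replicate left out. In *ptgs1*-KO cells 1 instead of 0 was lower after removal of length and GC trends, with or without the block. With the estimated inter-gene correlation, the collagen set in *ptges*-KO cells had a camera p of 0.110 against scramble and 0.0427 against *ptgs2*-KO cells. Without a filter on low values these were 0.00239 and 3.5e-04. In *ptgs1*-KO cells the set changed direction with a filter at a mean of 10 (camera p of 0.735) and after removal of length and GC trends (0.618, and 0.580 with the block). In *ptgs2*-KO cells it changed direction without a filter (0.739), with a filter at a mean of 10 (0.162), the median ratio (0.993), the replicate block (0.881), and removal of length and GC trends (0.767, and 0.708 with the block), and with 1 replicate left out the p ranged from 0.396 to 0.957. None of these reversals had a p under 0.05. Single collagen genes also changed sign at values near 0. After removal of length and GC trends, with or without the block, the log2 fold changes in *ptgs1*-KO cells were -0.082 for *col16a1*, -0.045 for *col4a1*, -0.043 for *col4a2*, and -0.056 for *col4a5*, and *col4a1* was 0.0056 between *ptges*-KO and *ptgs2*-KO cells. *Col4a5* in *ptgs1*-KO cells was -0.010 with the median ratio and -4.8e-04 in the Tukey test. With 1 replicate left out, the ranges in *ptgs1*-KO cells were -0.047 to 0.066 for *col16a1*, -0.024 to 0.097 for *col4a1*, -0.0048 to 0.11 for *col4a2*, and -0.093 to 0.099 for *col4a5*. In *ptgs2*-KO cells they were -0.0016 to 0.20 for *col4a5* and -0.019 to 0.18 for *col8a1*. Of the other values of single collagen genes, 18 reached an adjusted p under 0.05 in the same direction under an alternative and 1 lost it. The cause was not tested.

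The share of PC1 was 74.8% with the median ratio, 81.7% on log2 values, 60.2% with all collagen genes that passed the filter, 92.5% with centering only, and 76.2% to 77.2% with 1 replicate number left out. The number of conditions with a cluster of their own was 2 on log2 values, 4 with all collagen genes that passed the filter, and 1 to 2 with 1 replicate number left out. The cause was not tested.

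The tests intended for read counts (DESeq2, and edgeR on recovered reads) were not run, since the deposited values are not counts and whole reads were not recovered for all genes. Because the depth is only estimated, the counting error behind low values is unknown.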

Differences from the paper's values

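For *col8a1*, the deposited values gave 237 RPKM in scramble, 257 RPKM in *ptgs1*-KO, 252 RPKM in *ptgs2*-KO, and 144 RPKM in *ptges*-KO cells. The paper's values are about 13, about 12, about 15, and about 2.8 in Supplementary Fig. S6F, read by eye. The median ratio, quantile normalization, and each replicate left out, all set before the data were examined, did not close the gap in any of the 4 groups. The deposited means of *col18a1*, 13.3, 12.0, 15.2, and 2.81 RPKM, are close to the values read for *col8a1* in that panel. The paper's own panel for *col18a1*, Supplementary Fig. S6H, was also read by eye at about 13, 12, 15, and 2.8. Both panels thus gave the same readings, which match the deposited values of *col18a1* only.

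With the tree divided into 4 clusters, 1 condition formed a cluster of its own, whereas about 4 do in Fig. 2D, read by eye. Of the alternatives set before the data were examined, the use of all collagen genes that passed the filter gave 4. The median ratio, log2 values, Euclidean distance, complete linkage, and each replicate number left out did not, with 1 to 2. The figure shows a tree with groups of samples rather than a division into 4 clusters. A different count, of conditions whose samples form a branch of their own at any height, was therefore added. It was chosen after the number of clusters had been seen to be lower than in the figure, and it does not replace that number. By this count 2 conditions formed a branch under the main settings, 2 with the median ratio or complete linkage, and 3 on log2 values. All 4 did with all collagen genes that passed the filter and with Euclidean distance. Log2 values and Euclidean distance together, a setting also chosen after seeing the values, gave 4 as well. With replicate number 1, 2, or 3 left out, the count was 4, 3, and 2.

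The paper lists 8 collagen genes with an average above 10, and 9 were found in the deposited values. The gene that the paper does not list is *col5a2*, with a mean of 11.7 RPKM. No alternative gave 8 genes.

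Supplementary Fig. S5B marks *ptgs2* in *ptgs1*-KO cells as not different from scramble cells. In the deposited values it was lower, with a log2 fold change of -0.36 (adjusted p = 0.0386 from limma, and 0.0164 from the Tukey test). It had an adjusted p of 0.05 or more without a filter on low values, with only the 2 groups compared, without the trend, and in 5 of the 6 fits that left out 1 replicate. Supplementary Fig. S5C marks *ptges* in *ptgs2*-KO cells as not different. The log2 fold change was -0.20, with an adjusted p of 0.117 from limma over all genes and a p of 0.0135 from the Tukey test. Supplementary Fig. S6C marks *col4a2* as lower in *ptgs2*-KO cells. The log2 fold change was -0.38, with an adjusted p of 0.0663 from limma and a p of 0.0713 from the Tukey test, so the main settings do not call it. It was under 0.05 with the median ratio, quantile normalization, the replicate block (0.0362), and without *ptgs2*-KO replicate 1, and also after removal of length and GC trends with or without the block, which were chosen after seeing the values. Over the 19 settings the adjusted p ranged from 0.00607 to 0.214.

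PC1 held 76.8% and PC3 6.71% of the variance, where the paper's values are about 82% and about 4.9% in Supplementary Fig. S5D, read by eye. On log2(RPKM + 1) values the shares were 81.7% and 4.88%.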

Other observations

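The tests of scaling and of depth acting on genes with few reads were chosen only after the result was seen, and the deviations of replicate 1 were noticed in the data before they were tested.

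More genes changed in *ptges*-KO cells (2969) than in *ptgs2*-KO (1257) and *ptgs1*-KO cells (1045), a ratio of 2.36 to the next. The smallest ratio was 1.92 under other scalings, and it was 1.65 after removal of length and GC trends. The mean estimated depth was higher in the 3 *ptges*-KO samples than in the 9 others (exact two-sided permutation test, p = 0.0136), although single samples overlapped, with 15.6 M in *ptges*-KO replicate 1 and 15.7 M in *ptgs2*-KO replicate 2. Among the 7957 genes with a mean of at least 10 RPKM, where depth matters less, the ratio was 2.49. This second test was added after the first had come out in favor of depth and after the numbers behind it, 2169 and 870 genes, had been seen. Without the deepest *ptges*-KO sample, replicate 2, 1936 genes changed, still more than in *ptgs2*-KO cells with all samples. Both values speak against depth as the only source of the higher number, but they do not exclude that it adds to it, and its share was not measured. Of the 4 divisions of the samples that part all same-numbered pairs, 1 of 4, the real one, gave as many changed genes in each of the 4 comparisons. For the number of the 8 collagen genes moving in the same direction, the count was 1 of 4 in *ptgs2*-KO and *ptges*-KO cells and between these lines. The real division for *ptgs1*-KO cells had 0 lower genes, so 4 of 4 had as many by construction and nothing was tested. For changed genes, the real division in this test had 846 in *ptgs1*-KO, 1314 in *ptgs2*-KO, and 3017 in *ptges*-KO cells. It had 1500 between *ptges*-KO and *ptgs2*-KO cells, and each other division had at most 1. So few divisions still cannot exclude chance.

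In *ptgs2*-KO and *ptges*-KO cells together, 792 genes changed, of which 707 in the same direction and 85 in opposite directions. For *ptgs1*-KO and *ptges*-KO cells these numbers were 534, 311, and 223, and for *ptgs1*-KO and *ptgs2*-KO cells 316, 145, and 171. The comparisons share the scramble samples, which favors the same direction.

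Replicate 1 of *ptgs2*-KO and replicate 1 of *ptges*-KO cells deviated from their group means together, with a correlation of 0.566 across genes, which are not independent replicates. It was 0.421 after removal of length and GC trends and 0.566 without the 20 highest genes, a removal that moved it too little to test their part in it. A list of 40 genes of the response to low oxygen did not deviate in both, since its median lay at percentile 15.3 of random lists in *ptgs2*-KO and at percentile 86.7 in *ptges*-KO cells. A batch shared by these samples may be the source, but the labels name none, so it was not tested. In each of the 3 knockout lines all 8 collagen genes were highest in replicate 1, compared with 0 of 8 in scramble cells. Chance gives 33.3% per gene, but the 8 genes vary together, so they are not 8 independent observations. With the replicate number as a block, the collagen set in *ptges*-KO cells against scramble cells had a camera p of 1.6e-06.

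*Ptgs1*-KO replicate 3 had the highest value of a ribosomal RNA transcript, 74435 RPKM against 2504 to 24724 RPKM in the other samples, and its 20 highest genes held 29.7% of the summed values. Without that sample 1008 genes changed in *ptgs1*-KO cells, of which 653 were higher and 355 lower. With all samples 525 were higher and 520 lower, so the balance depended on this sample.

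*Cbr1*, which codes for a carbonyl reductase and was chosen after its values were seen, was 6.15 ± 1.23 RPKM (SD, n = 3) in scramble and 0.143 ± 0.199 RPKM (SD, n = 3) in *ptgs1*-KO cells. *Ptgds*, *hpgds*, *ptgis*, and *tbxas1*, which code for other prostanoid synthases, were at most 0.27 RPKM in all samples. *Hpgd*, *ptger2*, and *ptger3* were listed at 0 in all samples. *Col1a1* and *col1a2* had means of 0.427 and 0.156 RPKM over the 12 samples. Of 12 cell-cell adhesion genes tested, 5 changed in *ptges*-KO cells, all lower (*jup*, *alcam*, *pvrl1*, *pvrl2*, and *vcam1*), whereas 2 were lower and 1 higher in *ptgs2*-KO cells and 0 changed in *ptgs1*-KO cells (5 at an unadjusted p under 0.05). Of 20 collagen biosynthesis genes tested, 11 changed in *ptges*-KO cells, 9 lower and 2 higher, and 5 were lower and 1 higher in *ptgs2*-KO cells. The 2 higher genes were *p4ha2* and *pcolce2*. The genes with the largest rises in *ptges*-KO cells were *fbln1*, *magohb*, *nme4*, *adm*, and *itm2a*, with log2 fold changes from 3.12 to 3.97, and *nptx1* and *kcnk5* were among those with the largest falls, with -3.43 and -3.53.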
